# iGEMS: an integrated model for identification of alternative exon usage events

**DOI:** 10.1093/nar/gkw263

**Published:** 2016-04-19

**Authors:** Sanjana Sood, Krzysztof J. Szkop, Asif Nakhuda, Iain J. Gallagher, Carl Murie, Robert J. Brogan, Jaakko Kaprio, Heikki Kainulainen, Philip J. Atherton, Urho M. Kujala, Thomas Gustafsson, Ola Larsson, James A. Timmons

## Abstract

DNA microarrays and RNAseq are complementary methods for studying RNA molecules. Current computational methods to determine alternative exon usage (AEU) using such data require impractical visual inspection and still yield high false-positive rates. Integrated Gene and Exon Model of Splicing (iGEMS) adapts a gene-level residuals model with a gene size adjusted false discovery rate and exon-level analysis to circumvent these limitations. iGEMS was applied to two new DNA microarray datasets, including the high coverage Human Transcriptome Arrays 2.0 and performance was validated using RT-qPCR. First, AEU was studied in adipocytes treated with (*n* = 9) or without (*n* = 8) the anti-diabetes drug, rosiglitazone. iGEMS identified 555 genes with AEU, and robust verification by RT-qPCR (∼90%). Second, in a three-way human tissue comparison (muscle, adipose and blood, *n* = 41) iGEMS identified 4421 genes with at least one AEU event, with excellent RT-qPCR verification (95%, *n* = 22). Importantly, iGEMS identified a variety of AEU events, including 3′UTR extension, as well as exon inclusion/exclusion impacting on protein kinase and extracellular matrix domains. In conclusion, iGEMS is a robust method for identification of AEU while the variety of exon usage between human tissues is 5–10 times more prevalent than reported by the Genotype-Tissue Expression consortium using RNA sequencing.

## INTRODUCTION

RNA splicing occurs in all-eukaryotic organisms and requires a sophisticated machinery to correctly define exon boundaries for the removal of introns (1). Splicing can give rise to diverse transcripts with alternative patterns of exon inclusion/intron retention altering protein function or post-transcriptional regulation (2). Alternative splicing (AS) or alternative exon usage (AEU) occurs in most mammalian multi-exon genes (3,4) and alterations in AEU has been linked to a number of diseases, including several cancers (5–8) and neurodegeneration (9). AEU that lead to pathology, or altered physiological regulation can be studied using various global transcriptomics techniques. These include RNA sequencing (RNA-seq) (10) and DNA microarrays such as Affymetrix Exon ST arrays (11) and Human Transcriptome Arrays 2.0 (HTA 2.0). The Sequencing Quality Control Consortium (SEQC) recently concluded that deep RNA-seq in combination with high-resolution DNA microarrays may provide the most efficient approach for studying the transcriptome (12), recognizing the complementary nature of the two technologies. The strength of sequencing technology is that it aspires to capture the entire diversity of the transcriptome.

Microarrays have several potential advantages over sequencing, particularly for quantifying lower abundance transcripts. Hybridization technologies typically rely on greater amounts of cDNA, than RNA-seq. However, the array-based detection of each cDNA (or cRNA) is independent, so avoiding the competitive detection scenario which limits the performance of sequencing. For example, the inability of sequencing low abundance transcripts reflects highly abundant RNAs accounting for a very large proportion of cDNA library (13) so limiting the diversity of the library. This limitation will in turn lead to inefficient assessment of the variation in exon use. Using RNA-seq the Genotype-Tissue Expression (GTEx) consortium recently concluded that each human tissue transcriptome was defined by relatively few unique genes and surprisingly limited AEU across tissues (14).

It is plausible that this conclusion reflects technical limitations rather than genuinely sparse use of AEU. However it may also reflect limitations of the computational methods used to identify splicing. Indeed most algorithms for identification of AEU are infrequently utilized because their performance is suboptimal. For RNA-seq, more frequently used methods include ‘Mats’, (15) or ‘DEXSeq’ which implements a generalized linear model to identify AS (16). Cufflinks (17) is another commonly used approach focused on transcript assembly and differential isoform expression analysis. Unfortunately, none provide clear evidence of yielding a high true-positive detection rate (18) and therefore improved AEU models are needed.

Surprisingly, entirely satisfactory analytical pipelines for accurate identification of AEU using microarray data also remain to be established (18,19). Early pipelines for analysis of data acquired using DNA microarrays include splicing index (SI) (20), Microarray Detection of Alternative Splicing (MiDAS) (21), Pattern-Based Correlation (PAC) (22), Analysis of Splice Variation (ANOSVA) (23) and correlation coefficients (24). More recent methods include ARH (25), Multiple Exon Array Preprocessing (MEAP) (26), Corrected Splicing Indices for Exon Arrays (COSIE) (27) and Finding isoforms using Robust Multichip Analysis (FIRMA) (28). Given the complexity of the transcriptome and the substantial potential for generating abundant false positive results, all of these methods require laborious manual evaluation of the outputs.

The SI method adjusts exon-level expression values by the corresponding gene-level value and then compares individual exons across two sample classes (20). MiDAS (See Affymetrix technical support document, ‘exon_alt_transcript_analysis_whitepaper.pdf) is conceptually similarly to SI in as much as it incorporates an analysis of variance (ANOVA) model across multiple sample groups. However, as the number of exons per gene increases, the reliability of MiDAS decreases as it lacks robust control for multiple testing (25). The most frequently cited method applied to Exon array data is FIRMA, later adapted to FIRMAGene for Affymetrix Gene ST platform (28,29). FIRMA fits a linear model to a composite transcript cluster for each gene, using the residuals to indicate if the model, and hence gene, has changed between two conditions. FIRMAGene (29) arranges the residual values into genomic order such that persistent and consistent change in residuals is used to indicate that a particular gene has AEU (as defined by a maximum score per gene), making FIRMAGene a more powerful model than FIRMA. The FIRMAGene R package does not, however, adjust for multiple testing (a non-trivial issue given the impact of gene size), nor does it identify the precise location of the AEU event(s), making extensive visual inspection obligatory.

Validation of the aforementioned methods has largely relied on contrasting RNA expression between two diverse tissues, an extreme scenario of AEU likely resulting in a focus on easier-to-detect examples of AEU (30). Therefore, this type of validation provides limited basis to conclude that an AEU method would be sensitive enough to identify splicing events within a cell responding to more subtle changes in experimental conditions (31,32). Our aim was therefore to develop and validate a pipeline that returned a high true positive rate for AEU while being sensitive enough to allow identification of AEU under conditions where the cell is responding to routine experimental conditions. Here we introduce iGEMS, which is a development of the FIRMAGene approach, introducing a gene-size adapted p-value adjustment in combination with a false-positive filtered exon level metric that removes the need for visual inspection. We applied iGEMS to two new DNA microarray data-sets; a primary adipocyte model treated with rosiglitazone (ROSI, a PPARG agonist (33)) representing a typical cell biology experiment and a newly generated inter-tissue analysis using the HTA 2.0 gene-chip technology. The technical validation rate was high and iGEMS identified many more AEU events than recent RNA-seq based studies of the human tissue transcriptome.

## MATERIALS AND METHODS

### Cell culture, drug treatment and cell culture DNA microarray data

Primary adipocyte progenitors were isolated from inguinal subcutaneous tissue obtained from SV129 and C57BL/6 mice (Harlan, UK). Tissue was processed as previously described (34–36). Precursor cells were suspended in culture media and cultured in six-well plates containing Dulbecco's modified Eagle's medium with 10% (vol/vol) newborn calf serum (Life Technologies), 2.4 nM insulin, 25 μg/ml sodium ascorbate, 10 mM HEPES, 4 mM glutamine, 50 U/ml penicillin and 50 μg/ml streptomycin, supplemented or not (as indicated) with 1 μM rosiglitazone maleate (Enzo Life Sciences) from the first day of culture leading to a robust metabolic phenotype shift in these cells (35). 

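On exon arrays of day 7 cultures, genes that store and burn fat were higher in cultures with ROSI (n = 9) than in those without it (n = 8), in both mouse strains. Fabp3, a carrier of fatty acids, rose 12.1-fold (log2 change 3.60, SE 0.44), and Cidec, a protein of lipid droplets, rose 10.4-fold (3.37, SE 0.24). Gys2, a glycogen synthase, rose 10.2-fold (3.36, SE 0.14), and Ucp1, which uncouples respiration in thermogenic fat cells, 2.43-fold (1.28, SE 0.16) over both strains. The mean of Ucp1 went from 6.04 to 6.78 in SV129 and from 6.14 to 8.03 in C57BL/6. Ppargc1a, a coactivator that drives the making of mitochondria, rose by 1.85 (SE 0.26), and Pparg, the receptor that ROSI binds, by 0.25 (SE 0.04). Grem1, an antagonist of bone morphogenetic proteins, fell by 1.69 (SE 0.34), the cytokine gene Il6 by 1.26 (SE 0.23), and Hsd11b1, which activates glucocorticoids, by 1.26 (SE 0.17). The limma adjusted p of these 9 genes lay between 1.4e-10 (Gys2) and 7.4e-04 (Grem1).
All 18 measured genes of fatty acid oxidation were higher at an adjusted p under 0.01 (18 adjusted over the list alone), with Acadvl, the first enzyme for very long chains, up by 2.04. All 24 genes of oxidative phosphorylation and the tricarboxylic acid cycle were higher too (24 adjusted over the list alone), Idh3a, a subunit of isocitrate dehydrogenase, by 1.85. In camera, a test of a list against all other genes, each list had an adjusted p = 1.2e-23, and an adjusted p = 0.2 with an estimated correlation. Of 21 PPARG targets, 21 were higher (21 adjusted over the list alone). Among them, Pdk4, which spares glucose, rose by 2.39, the glycerol channel gene Aqp7 by 2.02, Fabp4 by 1.31 and Adipoq by 1.17. The PPARG list had a camera adjusted p = 3.8e-21 (adjusted p = 0.2 with an estimated correlation). Of 17 adipocyte identity genes, 12 were higher, 0 lower and 5 did not pass (12 higher adjusted over the list alone), with the glucose transporter gene Slc2a4 up by 2.05. Camera gave this list an adjusted p = 3.7e-09 (adjusted p = 0.2 with an estimated correlation). Of 17 thermogenic genes, 13 were higher, 1 was lower and 3 did not pass, with the same counts adjusted over the list alone. Cidea, a lipid droplet protein of brown fat, rose by 0.75 (SE 0.14), a call that ended with strain and replicate number as a block (adjusted p = 0.012, in a range from 1.1e-07 over the alternatives). Its signal was dim, below the lower quartile of the arrays with and without ROSI. Control means were 4.99 in SV129 and 4.86 in C57BL/6, and ROSI means 5.47 and 5.91. The lower gene was Dio2, which activates thyroid hormone and fell by 0.71 (camera adjusted p = 2.2e-06 for the list, and adjusted p = 0.22 with an estimated correlation).
Triglyceride synthesis followed the same direction: of 16 genes, 11 were higher, 1 lower and 4 did not pass, with the same counts adjusted over the list alone. Gpat3, which adds the first acyl chain to glycerol 3-phosphate, rose 4.54-fold, Gpd1, which supplies that glycerol 3-phosphate, 4.01-fold, and Dgat1, which adds the last chain, 3.19-fold. Among the acyltransferases related to Agpat1, Agpat3 rose by 0.83 (SE 0.08) and Agpat2 by 0.82 (SE 0.08), while Agpat4 (-0.09, SE 0.08) and Agpat5 (0.17, SE 0.07) did not pass. The lower member was the phosphatidate phosphatase gene Lpin3, which fell by 0.17 (SE 0.04). The camera adjusted p was 8.7e-09 (adjusted p = 0.2 with an estimated correlation). Of 15 fatty acid synthesis genes, 11 were higher, 0 lower and 4 did not pass (11 higher and 2 lower adjusted over the list alone), with the acetyl-CoA carboxylase gene Acacb up by 1.76. Camera gave an adjusted p = 4.1e-06 (adjusted p = 0.24 with an estimated correlation).

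**Figure D1:**
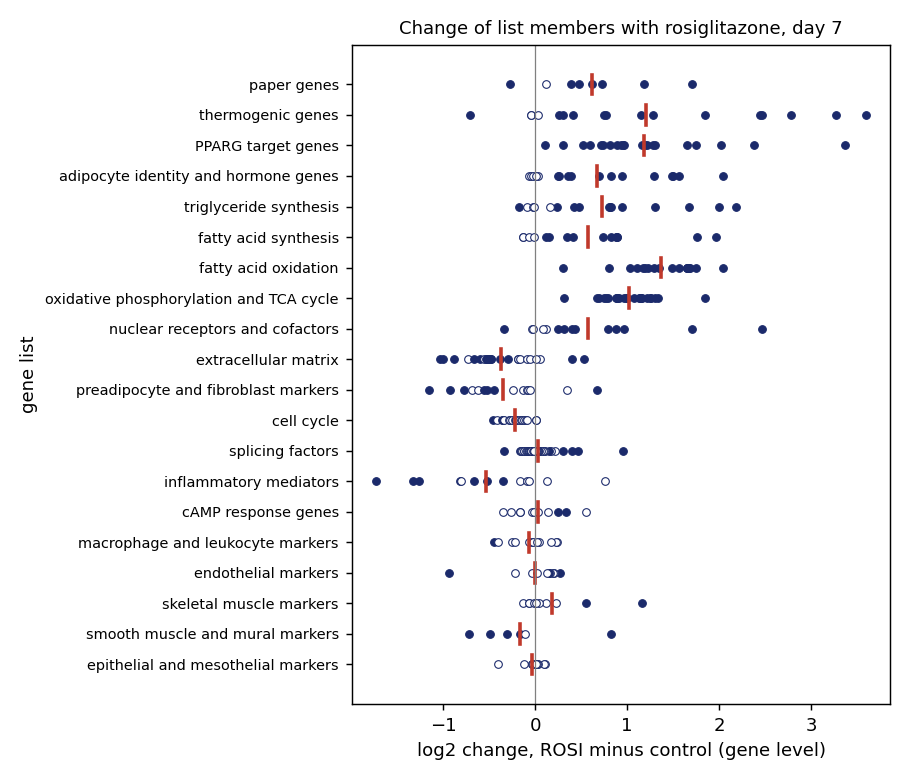
Log2 change between ROSI and control cultures for each measured gene of the gene lists. Filled points passed an adjusted p under 0.01, open points did not, and the red bar is the mean of the list. The means of fatty acid oxidation (1.37) and oxidative phosphorylation (1.02) lie far above 0, and that of the extracellular matrix (-0.37) lies below.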

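Many matrix genes and some progenitor genes fell with ROSI. Mmp3, a protease that breaks down matrix, fell by 1.03 (SE 0.15), the proteoglycan gene Vcan by 1.00 (SE 0.22), and the protease inhibitor gene Timp1 by 0.88 (SE 0.16). Of 25 extracellular matrix genes, 2 were higher, 14 lower and 9 did not pass (2 higher and 15 lower adjusted over the list alone). The call of Vcan ended with strain and replicate number as a block (adjusted p = 0.025, in a range from 3.1e-08 over the alternatives). The higher pair were the collagen VI genes Col6a1 (0.40) and Col6a2 (0.53). The camera adjusted p of the list was 1.7e-05 (adjusted p = 0.24 with an estimated correlation). Dpp4, a marker of progenitor cells, fell by 1.15 (SE 0.20) and the growth factor receptor gene Pdgfra by 0.77 (SE 0.14), while Zfp423, which commits cells to the adipocyte lineage, rose by 0.68. Of 15 preadipocyte genes, 1 was higher, 6 were lower and 8 did not pass (2 higher and 6 lower adjusted over the list alone), with a camera adjusted p = 0.0032 (adjusted p = 0.2 with an estimated correlation). Of 13 inflammatory mediators, 0 were higher, 7 lower and 6 did not pass (7 lower adjusted over the list alone), with an adjusted p = 0.0042 (adjusted p = 0.24 with an estimated correlation). The calls of both lists ended when each array was centred on its median (adjusted p = 0.014 for the preadipocyte genes and 0.016 for the mediators) or quantile-normalized again (0.015 and 0.021), and that of the preadipocyte genes with no strain term (0.011). Over all alternatives the adjusted p ran from 9.8e-04 to 0.2 and from 0.0012 to 0.24. Of 20 cell cycle genes, 0 were higher, 3 lower and 17 did not pass (2 lower adjusted over the list alone), with 7 lower after quantile normalization and 6 after median centring. Their camera adjusted p = 0.003 (adjusted p = 0.45 with an estimated correlation).
Over all transcript clusters of the array, 2923 were higher and 2081 lower with ROSI, and all 5004 moved in the same direction in each strain. Quantile normalization of the deposited values changed this split to 2542 higher and 3024 lower (45.7% higher in place of 58.4%), and median centring to 2527 and 2817 (47.3%). The paper states the shift of these cells with reference to an earlier study.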

The cells were cultured at 37°C in an atmosphere of 5% CO_2_ in air with 80% humidity. Before harvesting, cells were examined using phase contrast microscopy (on Leica DMIRB inverted microscope) to confirm health, while the media was changed on day one and every second day, but not on the day the cells were harvested.

Total RNA was isolated from the cultured primary adipocytes on day 7, using TRizol^®^ (Life Technologies) as previously described (37) and quality/quantity was checked using NanoDrop 2000 spectrophotometer. RNA was dissolved in 20 μl RNAse-free water with no additives. Affymetrix exon arrays were processed according to the manufacturer's protocol. Five microgram of fragmented, end-labelled sense strand target cDNA was hybridized to each Mouse Exon 1.0 ST array and a Gene Chip Scanner 30007G was used to scan the arrays (BEA Core facility, Huddinge Hospital, Sweden). 

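Control and ROSI arrays separated along the first principal component of the gene-level values, which held 59.8% of the variance of 17 arrays. Control arrays of both strains lay together at a mean of -23.24 (SD 2.87, n = 8), and C57BL/6 ROSI arrays at 31.54 (SD 1.65, n = 4). The SV129 ROSI arrays were spread out (mean 11.95, SD 20.20, n = 5). Among them, replicate 1 lay at -18.02, next to the highest control (-18.59), and replicate 6 at 0.76, between the groups. On a scale with the mean of the controls at 0 and the mean of the other ROSI arrays at 1, replicate 1 stood at 0.107 and replicate 6 at 0.492. The remaining ROSI arrays stood between 0.942 and 1.172. The second component (11.4%) set SV129 control replicates 5 and 6 (-20.61 and -18.94) and SV129 ROSI replicate 2 (-24.50) apart from the other arrays (-1.77 to 16.40). Among named genes, Cxcl5, a chemokine for neutrophils, the opioid precursor gene Penk and Grem1 had the most negative weights on it, and Reg1 and the matrix genes Mfap4 and Lum the most positive. All 17 arrays were kept.

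**Figure D2:**
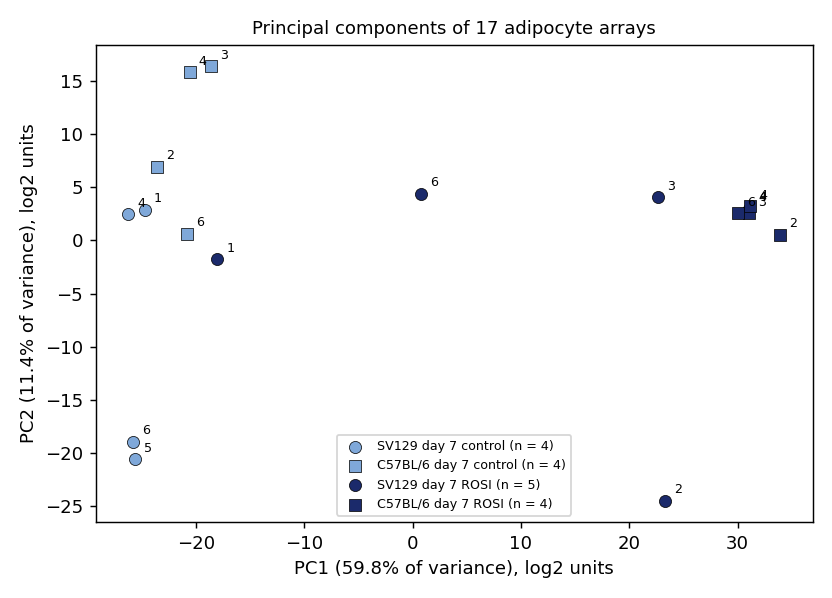
First and second principal components of 8 control arrays (light) and 9 ROSI arrays (dark) of SV129 (circles) and C57BL/6 (squares), with replicate numbers. SV129 ROSI replicate 1 lies beside the controls at -18.02 on the first component.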

From the 20 RNA samples processed, three samples were excluded as outliers by visually evaluating principal component analysis (PCA) and normalized unscaled standard error plots prior to any down-stream analysis. The raw data has been deposited at GEO (GSE57903).

### Human tissue and DNA microarray data

Tissue from monozygotic twin pairs from the FITFATTWIN study (FinnTwin16 Cohort) - a population based, longitudinal study of Finnish twins born between October 1974 and December 1979 was used in this study (38). Selection of the twin pairs for the FITFATTWIN study was performed on the basis of a web-based questionnaire survey to the cohort (39), telephone interview, interview at the laboratory and medical examination at the laboratory (40). The participants had no chronic disease affecting the ability to exercise, no acute disease and no drug or alcohol abuse and thus can be considered healthy (Table 1). All experimental procedures and study protocols were approved by the Ethical Review Board for Human Research of the Central Finland Health Care District (29 September 2011) and the study was conducted in accordance with the Declaration of Helsinki. All participants volunteered and provided written informed consent.

**Table 1.** Twin study clinical characteristics

	Mean ± SD	Min	Max
Age (y)	34 ± 1.45	32	37
Height (cm)	1.78 ± 0.07	1.6	1.9
Weight (kg)	76.51 ± 9.8	51.3	95.9
Body mass index (kg/m^2^)	24.12 ± 2.7	19.8	33.6
Waist circumference (cm)	86.19 ± 7.8	70.5	111.5
Fat percent (%)	21.47 ± 6.8	7.7	35.9
Systolic blood pressure (mmHg)	113.34 ± 9.9	94	140
Diastolic blood pressure (mmHg)	68.8 ± 7.5	50	80
Fasting glucose (mmol/l)	5.47 ± 0.5	4.7	6.6
Fasting insulin (μU)	3.85 ± 3.2	0.2	14.6
HOMA index	0.96 ± 0.87	0.04	4.3

A summary of the clinical characteristics of the male monozygotic twins (*n* = 14) with adipose, muscle and blood samples that were profiled on the human transcriptome 2.0 array.

Various clinical parameters were collected, as previously described (40). Briefly, measurements of physical fitness, body composition (including fat percentage measured by dual-energy x-ray absorptiometry, (DEXA) and blood samples including glucose homeostasis from an oral glucose tolerance test) were collected. Body composition data included BMI (mass (kg) / height (m)^2^) and waist circumference. Whole body DEXA was performed (DEXA Prodigy; GE Lunar Corp., Madison, WI, USA) to estimate lean tissue and body fat mass. VO2max (ml/min) was determined by bicycle ergometer exercise test using the mean of the two highest 30s recordings at the end of the max test. Vmax spiroergometer (Sensormedics, Yorba Linda, CA, USA) was used to measure oxygen uptake and gaseous exchange. Supine blood pressure (mmHg) was recorded in the morning prior to VO2max test, during VO2max test and at 2 min intervals during recovery. Fasting blood samples were taken following an overnight fast and 10 min of supine rest upon arrival. Participants then underwent a 75 g oral glucose tolerance test with blood(s) samples taken at thirty minutes, 1 and 2 h post glucose load. Serum glucose and insulin levels were measured by Konelab 20 XT (Thermo Fisher Scientific, Vantaa, Finland) and IMMULITEÒ 1000 Analyzer (Siemens Medical Solution Diagnostics, Los Angeles, CA, USA) respectively. Metabolic health was defined by the homeostatic model assessment (HOMA) (41).

Blood (PaxGene), muscle and fat were collected for RNA isolation. Procedures for taking the muscle and adipose tissue biopsies were as before (42), with tissue samples taken after an overnight fast between 8 and 10 am under local anesthesia. The muscle biopsy was taken from the mid-part of *m. vastus lateralis* using a Bergström's needle (ø5 mm) and a needle biopsy (12 G needle, ø2 mm) of subcutaneous abdominal adipose tissue was taken at the level of the umbilicus. The samples were cleaned of any visible connective tissue and muscle samples were cleaned of any visible adipose tissue. One part of each tissue biopsy was frozen in liquid nitrogen immediately after withdrawing from the needle and stored at −80ºC until used for analysis. For the twin tissue (muscle, blood and adipose) gene-chip analysis, RNA was isolated using TRizol^®^ (Life Technologies) as previously described (37) and quality/quantity was checked using NanoDrop 2000 spectrophotometer (Labtech International, UK). RNA was dissolved in 20 μl RNAse-free water (Life Technologies) with no additives. Affymetrix HTA 2.0 DNA microarrays were processed according to the manufacturer's protocol. Five microgram of fragmented, end-labelled sense strand target cDNA was hybridized to each DNA microarray and a Gene Chip Scanner 30007G was used to scan the DNA microarrays (Affymetrix Core, MPI A/S, Denmark). From the 70 RNA samples processed, nine samples were excluded as outliers by visually evaluating PCA and normalized unscaled standard error plots prior to any down-stream analysis. The raw data has been deposited at GEO (GSE73142). For the purposes of the present analysis we did not implement use of the twin structure (each pair were discordant for environmental factors) as we focused on paired tissue comparison within individuals.

### Description of the iGEMS multi-step alternative exon usage identification pipeline

Aroma.affymetrix (43) and Bioconductor (44) packages were used to develop an integrated pipeline for ‘automated’ identification of AEU (Figure 1). The strategy was to produce gene-level and exon-level based ranking of genes, while adjusting for multiple testing. The aim was to yield a high true positive rate for selected AEU events while limiting ad-hoc or complex heuristic-sensitive filtering processes. The procedure for implementing FIRMAGene was adapted (29) for use with Exon Array ST arrays and an updated CDF (chip definition file), representing Ensembl gene identifiers, was sourced from BrainArray (45) (Figure 1). Probes were arranged in genomic order and probe-set expression values were calculated using RMA (46). Probe-sets with less than three probes were removed from the analysis as these are not considered to provide a very reliable measure of transcript expression. The equations detailing the Robinson and Speed FIRMAGene model (29) are shown in Supporting File: Supporting Information 1.1. In contrast to the original implementation, we used median residual values, rather than standardized residuals, to estimate deviation from the FIRMAGene model across biological replicates as median is more robust to the influence of outliers. The maximum absolute partial sum of residues is computed per gene, a parameter defined by Robinson *et al*. to as the ‘Material Unaccounted For’ (MUF) score (28).

**Figure 1.**
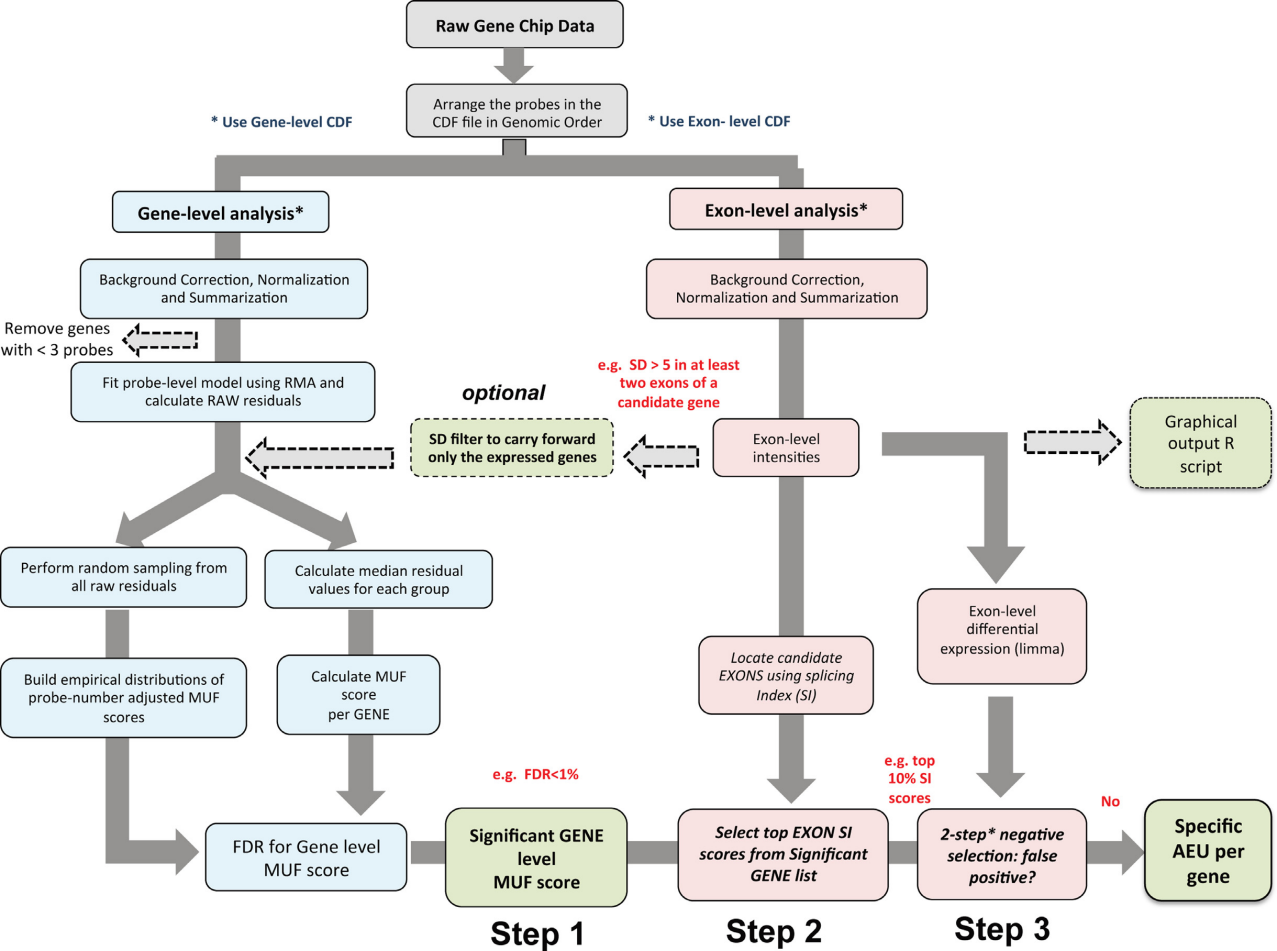
Schematic diagram of iGEMS pipeline for the identification of alternative exon usage (AEU). iGEMS integrates analysis at both at the gene (blue boxes) and at the exon level (red boxes). An optional filter based on standard deviation can be applied to remove genes likely to be non-expressed which is important in scenarios where gene expression is absent in one condition. At the gene level we calculate the FDR for the adjusted Material Unaccounted For (MUF) score. Genes with significant MUF score (FDR < 1%) are analysed further (Step 1). To locate the AEU within candidate genes (i.e. genes with a significant absolute MUF score) we calculate a splicing index (SI) per exon. Genes with at least one exon with an SI value in the top or bottom decile of the SI distribution of the Step 1 filtered data are selected (Step 2). In the third iGEMS step we apply a ‘negative selection’ filter, which identifies exons as false positive AEU events if expression of the exon, in both the control and treatment groups, is lower than the median gene expression for respective conditions, and where the associated Limma based FDR indicates that the respective exons are *not* differentially expressed (FDR > 1%) (Step 3). This yields a modest filtering of the genes selected at steps 1 and 2 (FDR adjusted MUF scores and SI ranked list) and results in a list of genes that undergo an AEU.

The difference between the median residual values between two conditions (e.g. control versus ROSI treated primary adipocytes) reflects, in our study, the impact of drug treatment on AEU, and a high absolute MUF score indicates stronger gene-level evidence for AEU. However, as the number of probes per gene increases, there are more partial sums to consider and more extreme MUF values will occur by chance. We therefore implemented a false discovery rate (FDR) approach (47). Empirical distributions of MUF values, for different numbers of probes, were achieved by randomly sampling from all available residuals (so adjusting for ‘gene size’ (variations in exon number)). FDR values for experimentally observed MUF scores can then be derived by calculating the probability of obtaining an identical or more extreme MUF score from the empirical distribution. This was implemented using the ‘stats’ package in R, and an FDR threshold is then chosen above a given quantile (e.g. 1% FDR). This represents ‘**Step 1**’ in the AEU identification (Figure 1).

However, identification of a *gene* with a significant MUF score does not identify the AEU event. For this we implemented the SI method (equations for this method in Supporting File: Supporting Information 1.1, adapted to include a false positive filter (See below)), to identify the likely location of an AEU event. Incorporation of this measure allows ranking of exons within genes that have a significant MUF score. In the cell culture experiment, genes with an SI value in the top or bottom decile of the SI distribution represents the second step of AEU identification (denoted as ‘**Step 2**’ in Figure 1). As this was a method development project, visual validation was used to evaluate performance and thus expression values and residual plots were generated for genes that passed the step 1 and 2 criteria (Figure 1). Biomart (48) was used to link expression data to the latest version of identifiers in Ensembl while RMA normalized data and residuals were plotted using the ‘GenomeGraphs’ package.

During the visualization validation process we noted genes with robust MUF and SI scores originating from exons where the *preceding* exons in both the control and drug-treated groups had expression values that approximated background. A simple ‘detected as expressed’ filter, which attempts to estimate a threshold for background expression (49), removed a substantial number of true AEU events and thus was not useful. Instead, an exon-level filter was developed where lack of differential *exon* expression (50) between the two groups on the AEU location was used to detect the aforementioned class of false positives. More specifically, for a false positive SI event, we identified exon(s) where expression in both the control and treatment groups was *lower* than the median gene expression and where the exon preceding the significant SI event was *not* differentially expressed between conditions (e.g. >1% FDR in the present dataset, using limma). This reduced the number of genes identified from the FDR adjusted MUF score and SI ranked list (i.e. AEU identification steps **1** and **2**) by ∼25%. This step is denoted as ‘**Step 3**’ in Figure 1. Convincingly, visual inspection of a large sample of the genes removed by the third step indicated removal of >90% genuine false positives (also supported by RT-qPCR (see results)). Finally an optional low-level filter to eliminate non-expressed genes can be implemented using a small absolute value for gene expression standard deviation (SD), with the value chosen reflecting the individual gene-chip and experimental characteristics (See tissue analysis section below).

### Experimental validation of murine AEU events by RT-qPCR

For RT-qPCR 500 ng of total RNA was reversed-transcribed with the High-Capacity cDNA Reverse Transcription kit (Life Technologies) according to manufacturer's protocol. cDNA was diluted 1:5 and 1 μl was added per well to 384-optical well plates (Life Technologies). Exon specific primers (Sigma-Aldrich) were designed for genes selected from the first 100 ranked genes, with Primer-BLAST. Primers were mixed with SYBR Select Master Mix (Life Technologies) and aliquots of 11 μl of mastermix were added to each well. Samples were run in triplicate. Thermal cycling conditions were 2 min at 50°C followed by 2 min at 95°C, and 40 cycles of 15 s at 95°C and 60 s at 60°C on a ViiA™ 7 Real-Time PCR System (Life Technologies). To control for RNA input, 18S levels were measured using an Eukaryotic 18S rRNA Endogenous control kit (Life Technologies) according manufacturer's protocol with 1:200 diluted cDNA. Target mRNA expression was quantified using the ΔC_T_ method (51). For each gene an AEU exon and an exon deemed constitutively expressed was measured. The data is presented as percentage change (%) from control. To determine the statistical significance a Mann–Whitney U test was preformed on the ΔC_t_ values followed by Bonferroni correction. Primers used for the murine Exon array RT-qPCR validation can be found in Supporting File 2: Supplementary Table S1. Transcript variants were visualized using GPViz (52). Methods for HTA 2.0 RT-qPCR validation can be found in Supporting File 1: Supporting Information 1.2.

### Functional characterization of AEU

There are limitations to the usefulness of pathway or gene ontology (GO) analysis for identifying enrichments of biological functions among genes in a list of regulated genes (53). The ‘regulated gene list’ (in this case genes with AEU events) must be contrasted with a list of the *detectable* genes in the experiment (and not all the genes in the genome or on the gene-chip) (32,54). We analysed the list of genes containing AEU events to determine if that list was enriched in GO categories that either supported the known biological differences between any two tissues, or included molecular functions related to functional protein features (as exon removal/inclusion is proposed to alter protein structure/function). We utilized GOstats package in R with current GO categories (GO.db) to examine GO hierarchy and identify the point of greatest enrichment using R (55). We characterized the impact of the change in protein sequence, brought about by AEU. The exon in each significant gene, with the most positive and most negative SI, was mapped to amino acid ranges using the expected products of coding transcripts. The exon based amino acid ranges were then overlapped with Pfam domain positions (i.e. envelope_start, envelope_end) using data from Pfam release 29 (56). The Pfam domain frequency was plotted for each inter-tissue comparison.

## RESULTS

### Implementation of iGEMS pipeline using the Affymetrix EXON ST platform

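The gene-level values come from inguinal adipocyte cultures of SV129 and C57BL/6 mice, each on 1 Mouse Exon 1.0 ST array. At day 7 there were 8 control cultures (4 of SV129 and 4 of C57BL/6) and 9 with 1 μM ROSI (5 and 4), the numbers given in the legend of Figure 3. The deposited series holds 35 arrays in all, the others being 10 day 7 cultures with 1 μM norepinephrine (NE; 5 of each strain) and 8 untreated day 3 cultures (4 of each strain). The strain called C57BL/6 in the methods is labelled C57BL/6J, and 1 treatment note lists both drugs for every culture, so each culture was taken by its own treatment label. The authors summarised the probes with Affymetrix Power Tools and RMA into log2 values, 1 for each transcript cluster of a gene (15621 with a single gene symbol). Values ran from 2.57 to 14.42, with array medians between 8.03 and 8.24. Each cluster pools the probes of a gene, or of part of a gene where it has more than 1 cluster, as Pde4dip does. These values do not resolve single exons, and MUF scores and splicing indices were not recomputed. The clusters are those of Affymetrix, and not the Ensembl definitions of the pipeline. A single linear model with strain as a covariate was fitted to each cluster in limma, with Benjamini-Hochberg adjustment over all clusters and a threshold of 0.01. The model, the threshold and 21 gene lists were set before the data were examined. In data simulated for the comparison of ROSI with control cultures, 77.6% of changes of 0.5 log2 were recovered, 100% of changes of 1, and 3 of 17734 unchanged clusters were called. The simulated noise was independent between clusters and equally wide in all groups, which the real arrays are not, so these rates need not hold for them. The labels number the replicates without saying whether these came from separate mice, so each p measures spread between cultures.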

For development of iGEMS we generated a dataset contrasting cells with or without ROSI treatment (see methods), i.e. where more subtle changes in AEU are expected as compared to comparisons between diverse tissues. The outline of the iGEMS pipeline is shown in Figure 1 and summary statistics of the processing of transcriptomics data in Table 2. The R script for each chip-type specific iGEMS pipeline is provided at https://github.com/iaingallagher/iGEMS_scripts. The MUF scores and the associated FDRs for each gene were calculated, contrasting control with ROSI treatment. As expected the relationship of FDR to MUF scores did not follow a simple linear trend because, depending on the number of probes for a gene, a specific MUF score will be associated with different FDRs (Figure 2A). We selected those genes with a MUF score associated FDR<1% (Figure 2A). This resulted in a list of 1464 genes with evidence for AEU in response to ROSI. To identify which exons are responsible for these gene-level scores, we calculated the SI for each of the 22 652 exons present in our candidate 1464 gene list. Approximately 50% of the genes with significant MUF scores also contained examples of exons with more extreme SI scores (*n* = 729, <1% FDR, Figure 2B).

**Figure 2.**
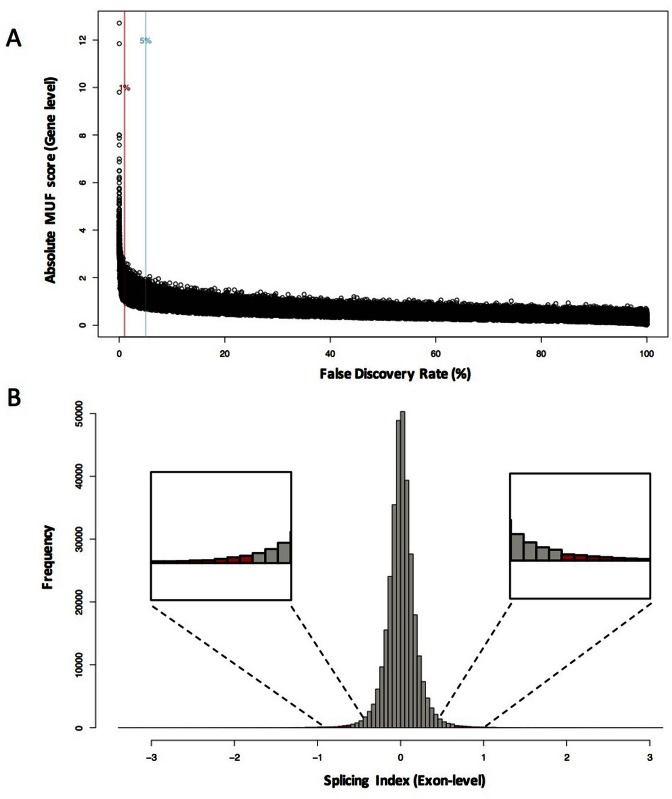
Distribution of absolute MUF scores (step 1) and SI (step 2) in adipocytes treated with rosiglitazone and profiled using Affymetrix Mouse Exon 1.0 DNA microarrays. (**A**) The distribution of MUF scores (absolute) and the corresponding FDR values. The red and blue line represents the 1% and 5% FDR cut-off values respectively. Using the 1% cut-off we identified 1464 genes to have significant MUF score. (**B**) Shown is the distribution of SI calculated at the exon-level for all exons. Using the exons from the 1464 candidate genes (∼22 652 exons) we apply the upper and lower decile for the SI cut-off as −0.635 and 0.646 respectively. This resulted in 2266 exons (red bars) passing step 2 (Figure 1), which corresponded to 729 genes as candidates for AEU.

**Table 2.** Summary statistics of the alternative exon usage (AEU) pipeline on Mouse Exon 1.0 ST array

Group	Filtering steps of iGEMS	Genes or exons
**A**	Number of exons annotated on array	325 446
**B**	Number of genes annotated on array	26 500
**C**	Number of genes with <5% FDR	4688
**D**	Number of exons represented from **C**	69 253
**E**	Number of genes with <1% FDR	1464
**F**	Number of exons represented from **E**	22 652
**G**	Number of genes from **E** within 10% SI distribution	729
**H**	Number of exons from **F** within 10% SI distribution	2266
**I**	Number of genes after removing false positives from **G**	555
**J**	Number of exons after removing false positives from **H**	1677

Flow of the transcriptomic data through the stages of the analysis workflow, starting with all the probe-set features on the Mouse Exon 1.0 ST array measured using gene and exon BrainArray CDF files. Using the AEU pipeline on the murine primary adipocyte gene- and exon-level expression data, a final list of 555 genes with evidence for AEU was identified.

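Agpat1, an acyltransferase that makes phosphatidic acid for triglycerides, was higher with ROSI over the gene as a whole. Its cluster (6850060) had a mean log2 value of 10.65 (SD 0.12, n = 8) in control and 11.12 (SD 0.21, n = 9) in ROSI cultures. The change was 0.48 (SE 0.07, limma adjusted p = 2.5e-05), with 0.47 in SV129 and 0.49 in C57BL/6. Agpat1 thus rose 1.4-fold, short of the minimum of 1.5-fold used as an alternative. SV129 ROSI replicate 1, at 10.74, was the single ROSI array within the range of the controls (10.49 to 10.81). C57BL/6 ROSI replicate 6 was the highest, at 11.47.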

Figure 3A shows the residual plots for *Agpat1* (ENSMUSG00000034254) with a strong spike in residuals towards the 5′ end of the gene (black arrow). 

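Ptprd, a receptor tyrosine phosphatase, was also higher with ROSI as a whole gene. The mean log2 value of its cluster (6922672) was 7.77 (SD 0.39, n = 8) in control and 8.48 (SD 0.29, n = 9) in ROSI cultures, a 1.65-fold rise. The log2 change was 0.73 (SE 0.14, limma adjusted p = 4.0e-04), with 0.78 in SV129 and 0.67 in C57BL/6. SV129 control replicates 5 and 6 had the lowest values (7.20 and 7.19), against 7.76 to 8.20 in the other controls. The lowest ROSI value, 7.86, was again that of SV129 replicate 1.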

The relatively simple task of identifying AEU in *Agpat1* can be contrasted with *Ptprd* (Supplementary Figure S1) where visual inspection is not practical. We selected *Agpat1* and six additional genes for RT-qPCR validation. An extreme SI was used to select the exon(s) undergoing AEU and this was contrasted with an exon that had relatively stable expression between groups (Figure 3B). For *Agpat1* RT-qPCR primers were designed (Supporting File 2: Supplementary Table S1) to target exon ENSMUSE00000934556, the AEU exon, while a second set of primers targeted to Exon ENSMUSE00000707276 (blue box), the constitutively expressed exon (Figure 3B and C). Indeed RT-qPCR confirmed that ENSMUSE00000934556 was subject to AEU by ROSI (Figure 3B, increased ∼5 CT values, *P* = 0.0004) while the constitutively expressed exon remain unchanged. It should be noted that the accompanying plot of exon expression values, derived from microarray data are not corrected for probe-characteristics (e.g. nucleotide composition etc.) and thus absolute expression values are not directly comparable across exons.

**Figure 3.**
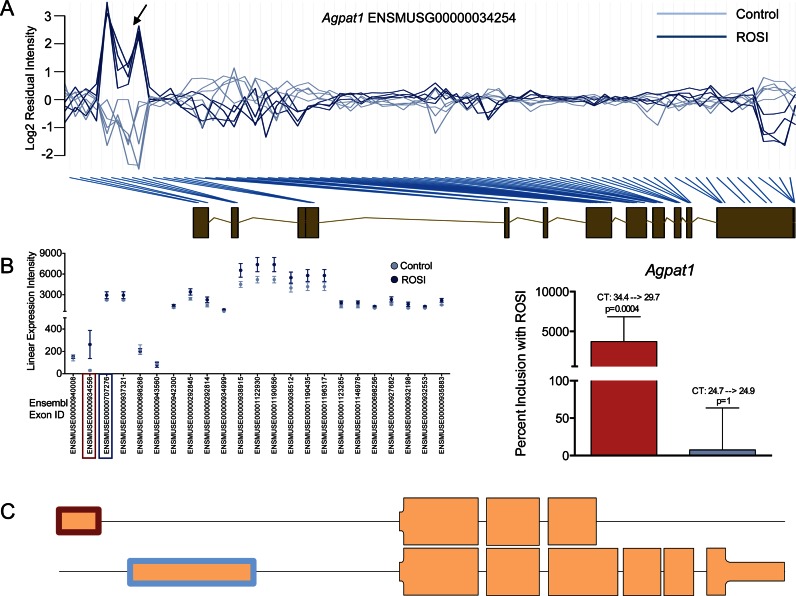
Identification of *Agpat1* undergoing an AEU event in response to rosiglitazone (ROSI). (**A**) The MUF score is derived from the residual plot of *Agpat1* (ENSMUSG00000034254). Residual values were plotted in genomic order with the composite gene structure juxtaposed below. Our analysis was performed on eight control (light blue) and nine ROSI treated cell cultures (dark blue). Blue lines connect the residual value to their respective genomic regions. Towards the 5′ end of *Agpat1* there was a high deviation from the model indicating an AEU event (black arrow). (**B**) Expression plot of the mean expression intensity (±standard deviation (SD)) of each Ensembl exon ID assigned to *Agpat1*; light blue represents the control and dark blue the ROSI treated values. Ensembl Exon ID ‘ENSMUSE00000934556′ is the AEU exon (red box) and ENSMUSE00000707276 (blue box) is the constitutively expressed exon. Primers were designed to independently measure these two exons. RT-qPCR validation was carried out in independent RNA (mean ± SD; control (*n* = 8) and rosiglitazone (ROSI) (*n* = 9)) and is shown as percent (%) change from the control group with ROSI with the colour consistent with the exon ID plot on the left. CT values and adjusted *P*-values are shown for the control and ROSI group. (**C**) Schematic of the two *Agpat1* variants: a full *Agpat1* variant (ENSMUST00000037489, lower panel) which does not contain the AEU exon we identified, and the truncated *Agpat1* (ENSMUST00000173242, higher panel) which contains the AEU exon. The highlighted exons (red and blue) represent the AEU exon and the constitutively expressed exon, respectively as measured by the array and the RT-qPCR primers. Exons part of the translated RNA is represented as a thick box than untranslated.

The same approach was applied to six additional genes (Figure 4 and Supplementary Figure S2; exon expression values are shown in Supplementary Figure S2) identified by the first two steps in our pipeline and all but one validated. Thus, we validated *Pde4dip* (ENSMUSG00000038170, Figure 4A), *Rapgef5* (ENSMUSG00000041992, Figure 4B) *Akt2* (ENSMUSG00000004056, Figure 4C), *Clstn3* (ENSMUSG00000008153, Figure 4D) and *Xrcc6* (ENSMUSG00000022471, Figure 4E). *Rxrg* (ENSMUSG00000015843, Supplementary Figure S3) failed to validate and the residual plot for *Rxrg* demonstrated a high MUF score (Supplementary Figure S3A) coupled with changes in global expression, but not at the 5′ end as there was an apparent lack of expression of the 5′ exons (red box, Supplementary Figure S3B). 

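Rxrg, the gamma member of the retinoid X receptors that pair with PPARG, rose 3.26-fold with ROSI. Its cluster (6754900) went from a mean log2 value of 8.39 (SD 0.12, n = 8) in control to 10.07 (SD 0.66, n = 9) in ROSI cultures. The change was 1.70 (SE 0.19, limma adjusted p = 4.0e-06), with 1.44 in SV129 and 1.99 in C57BL/6. SV129 ROSI replicates 1 and 6 had values of 8.57 and 9.47, and the other ROSI arrays 10.06 to 10.50. The beta member Rxrb rose by 0.31 (SE 0.06), while Rxra did not change measurably (-0.04, SE 0.04, adjusted p = 0.54). Ppara, the receptor that drives fatty acid oxidation, rose by 2.46 (SE 0.31), and Nr1h3, the oxysterol receptor LXR alpha, by 0.96 (SE 0.11). The thyroid hormone receptors parted, Thrb rising by 0.88 and Thra falling (-0.33, SE 0.08). Of 14 measured nuclear receptor genes, 9 were higher, 1 lower and 4 did not pass, with the same counts adjusted over the list alone. Camera gave the list an adjusted p = 2.2e-04 (adjusted p = 0.24 with an estimated correlation). The paper puts the high MUF score of Rxrg beside a change in its global expression and 5′ exons that appeared not to be expressed.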

RT-qPCR confirmed that the proposed AEU event was a false positive, caused by the 5′ part of the signal approximating background expression i.e. not expressed (e.g. RT-qPCR CT values >37). In contrast, ENSMUSE00000687625 (blue box, Supplementary Figure S3B) was robustly expressed and increased in response to ROSI treatment (*P* = 0.0002).

**Figure 4.**
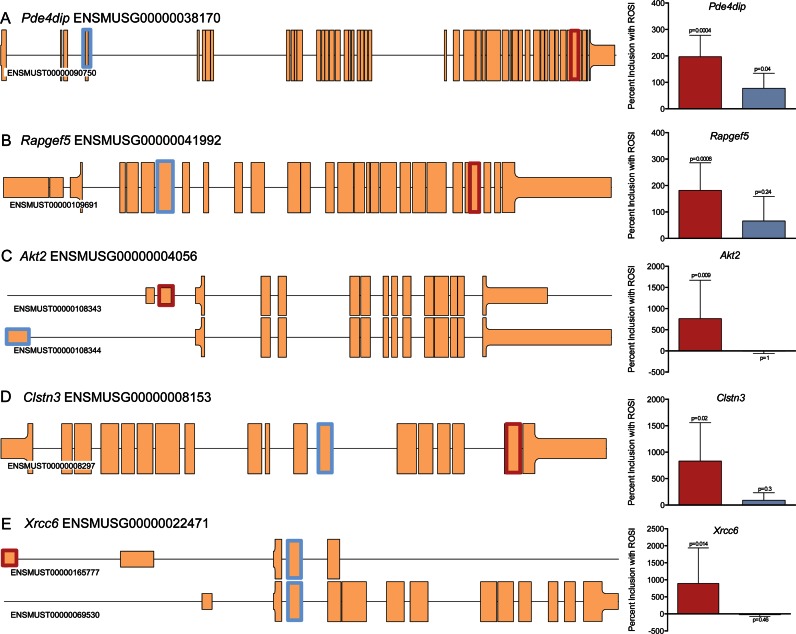
Validation of five AEU events by visual inspection and RT-qPCR. For each gene, a schematic of the transcript(s) is shown with red and blue boxes highlighting the AEU exon and constitutively expressed exon, respectively (targeted by RT-qPCR primers). Exons part of the translated RNA is represented as a thick box than untranslated. RT-qPCR data is shown as percent (%) change from the control group (*n* = 8) with rosiglitazone (ROSI) (*n* = 8) (mean ± standard deviation) with the colour consistent with the Exon ID plot above. The expression of AEU exon changed relatively more than the constitutively expressed exons, in response to ROSI treatment. (**A**) *Pde4dip* (ENSMUSG00000038170), (**B**) *Rapgef5* (ENSMUSG00000041992), (**C**) *Akt2* (ENSMUSG00000004056), (**D**) *Clstn3* (ENSMUSG00000008153) and (**E**) *Xrcc6* (ENSMUSG00000022471).

Thus sequential changes in exon expression preceded by a ‘signal’ from non-expressed can lead to false positive AEU events. As a general solution for this problem we applied a negative selection criterion as described above (Step 3, an exon level false positive filter (Figure 1). We confirmed that this simple filter accurately removed ∼90% of such false positives, including *Rxrg*, using extensive visual inspection, yielding a final list of 555 AEU genes from the original list of 729 (Table 2). Notably, none of the laboratory validated AEU events were removed by this **Step 3**. In summary, by combining gene level and exon level analysis with a simple filter for non-expressed probe-sets, iGEMS efficiently identified AEU with a low occurrence of false positives, our primary aim. iGEMS is not specifically optimised for identification of all true-positives, as such an aim will be more heavily influenced by sample size and size effect (the magnitude of AEU).

### Application of the iGEMS pipeline to Affymetrix human tissue array 2.0 data

Analysis of muscle, adipose and blood samples using the HTA 2.0 array allowed for a direct comparison with GTEx consortium transcript diversity analysis (14) of these same tissues. Our samples originated from monozygotic twins (40) of a very similar age (∼33 years) and in good health (*n* = 14, Table 1). Mele *et al*. (14) report that there was limited evidence of AEU between most human tissues. As discussed above, however, this may reflect specific features of the RNA-seq data and/or limitations of the methodologies available for identifying AEU. We revisited this issue by applying the **iGEMS** pipeline to pairwise comparisons to three of the human tissues in their analysis (adipose, blood and muscle).

Since cross tissue comparisons will include many examples where the entire transcriptional unit is expressed in only one tissue, we implemented an SD filter to remove genes based on a low and invariant expression signal. This SD step was used prior to step 1 of the iGEMS pipeline for analysis of the Affymetrix HTA 2.0 array across the paired comparisons. To select a suitable SD filter value (in this case SD = 3) we plotted the distribution of SD values. The relationship between expression and tissue identity was examined using PCA. We demonstrated that genes *preferentially* expressed in blood, separated blood samples from muscle and adipose (which co-clustered). GO analysis of the preferentially detected genes, for example blood versus muscle, confirmed that the gene lists contained the expected biological profiles (Supplementary Table S2). A biologically informative profile was apparent even when utilizing the lowest quartile for expression values for genes preferentially expressed in tissue suggesting that the SD threshold of three expression units for ‘detected’ left intact low expressed genes (Supplementary Figure S4). We detected a combined total of 25 338 genes with median expression above this background (>3 SD expression units) in human adipose, muscle and blood i.e. more than gene detection counts with RNA-seq in these three tissue, even when a favourable filter (towards RNA-seq) for ‘detection’ was considered (e.g. >0.1 RPKM in at least 25% of samples) see Supporting File 2: Supplementary Table S3.

In total there were 4421 genes with significant AEU events across pairwise comparisons of the three tissue types using the HTA 2.0 arrays (Supporting File 2: Supplementary Table S4). This is ∼5–10× more than Mele *et al*. observed in their pairwise analysis between the same tissues. To confirm that this reflected a high true positive rate we visually inspected AEU in 100 gene expression plots between muscle and adipose tissue with FDR values <5% and used RT-qPCR to validate AEU events (Figure 5 and Supplementary Figure S5, see Supporting File 2: Supplementary Table S5 for primers used). Most AEU events validated (∼95%) and involved of a variety of types of AEU events including exon inclusion/exclusion (Figure 5A), alternative 3′ UTR utilization (Figure 5B), 3′ UTR extension (Figure 5C) and mutual splicing events (Figure 5D). The very high validation rate in our study may reflect the conservative MUF and SI thresholds we selected. A proportion of genes had a significant MUF score but did not contain an exon with an extreme SI value (Supplementary Figure S6) but there were few true positives below our selected thresholds (according to visual inspection). Selecting an acceptable SI threshold will be study specific, in our case the criteria selected did not compromise identification of a high true positive rate and yields a high number of detectable events. We also noted that for muscle ∼15% of AEU events identified appeared to be driven by contamination of the muscle ‘signal’ by genes highly expressed in blood, rather than genes genuinely expressed in muscle (reflecting modest blood contamination of muscle biopsies).

**Figure 5.**
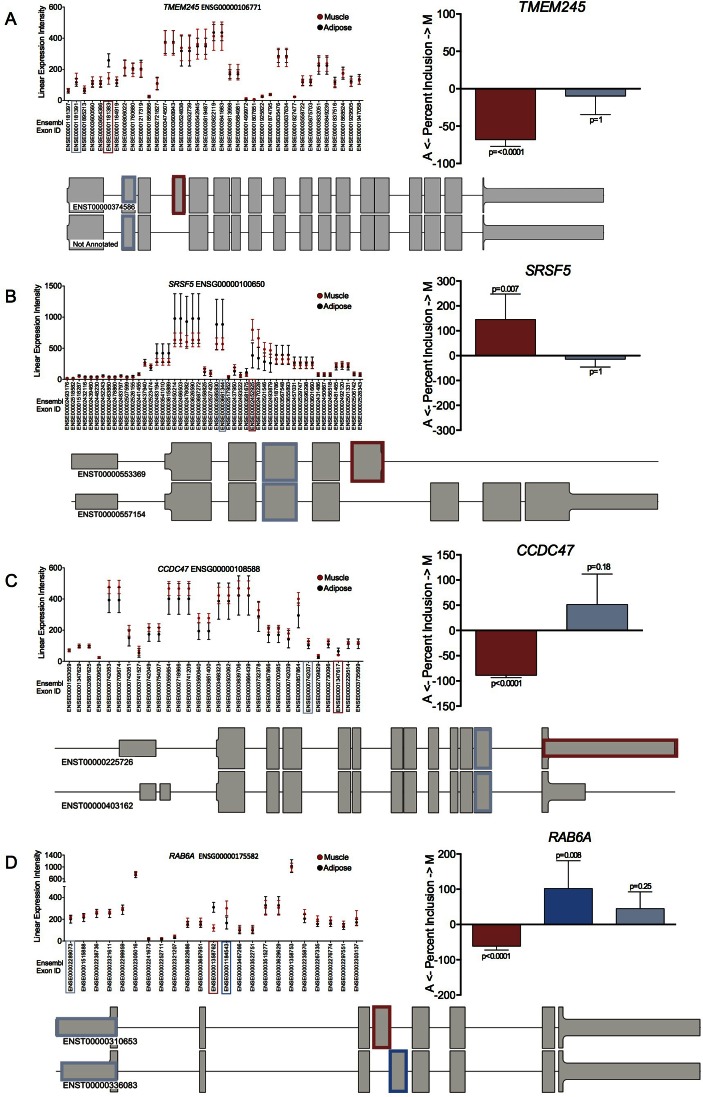
iGEMS identified diverse types of AEU events between muscle and adipose with RT-qPCR validation. We utilized the Affymetrix HTA 2.0 array to analyse tissue samples in a pairwise manner. Here we show four examples of different types of AEU events. Each accompanied with their respective linear expression intensities from the microarray analysis (mean ± SD). From a total of 14 pairs of twins, quality control validated paired microarray analysis was carried out on muscle (red, *n* = 12) and adipose (black, *n* = 12). RT-qPCR validation was carried out in remaining RNA (mean ± SD; muscle (*n* = 14) and adipose (*n* = 9)) and is shown as percent (%) change from adipose to muscle tissue with the colour consistent with the Exon ID plot on the left. (**A**) *TMEM245* (ENSG00000106771) undergoes an exon *exclusion* event in muscle as Ensembl Exon ID ENSE00001181383 is expressed much lower in muscle than adipose tissue. This AEU event was not evident in the ensembl database, but was represented in the NCBI database. (**B**) *SRSF5* (ENSG00000100650) undergoes an *alternative* 3′ UTR event in muscle and at least two *SRSF5* transcript variants exist: ENST00000557154 (full) and ENST00000553369 (truncated), with the latter transcript containing Ensemble exon ID ENSE00002452925 which was expressed in muscle to a greater extent. (**C**) *CCDC47* (ENSG00000108588) undergoes 3′UTR *extension* in adipose tissue since Ensembl exon ID ENSE00001347617 (probes span the entire 3′UTR) was detected in adipose more than muscle. (**D**) *RAB6A* (ENSG00000175582) undergoes a *mutual* splicing event which produces at least two transcripts, with each variant containing a mutually exclusive exon; ENSE00001358762 which is expressed more in adipose tissue (part of ENST00000310653) while the other exon (ENSE00001184543) was is expressed more in muscle tissue (part of ENST00000336083). Details on RT-qPCR validation applied to the human tissue can be found in Supplementary Figure legend S5 and Supporting Information 1.2.

To characterize the potential impact of these events, genes undergoing AEU between tissues were subjected to GO analysis, identifying molecular functions associated with each pairwise comparison (Supporting File 2: Supplementary Table S6) e.g. actin binding and microfilament activity between muscle and blood. Further, protein domain analysis was performed to determine the frequency of Pfam domains present within exons undergoing AEU in each pairwise comparison (Figure 6), with the most common Pfam domains being individually listed (Supporting File 2: Supplementary Table S7).

**Figure 6.**
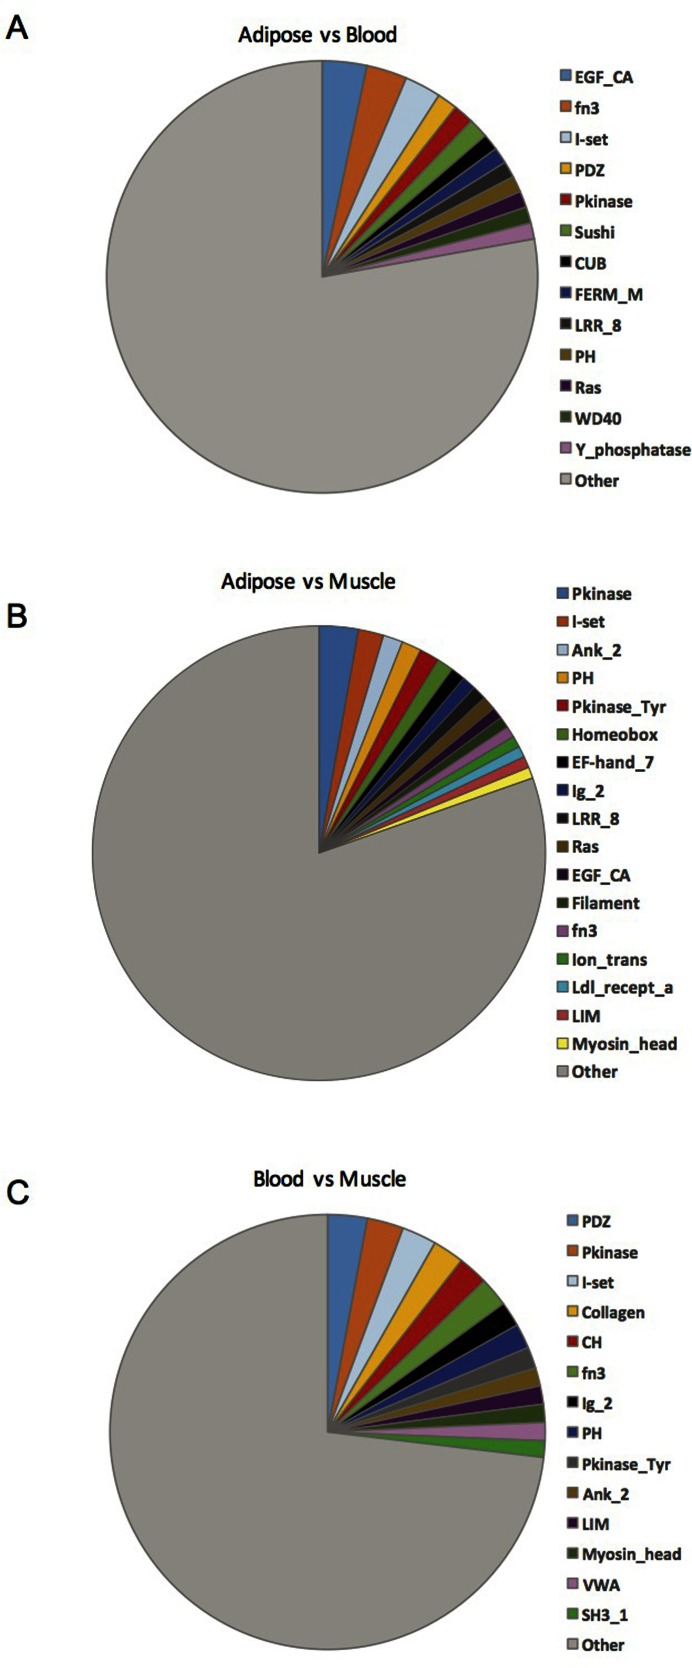
Frequency of Pfam domains altered by AEU across muscle, adipose and blood. Each chart represents a single pairwise comparison. Overlapping Pfam domains within Ensembl exon ID coordinates are counted. Only the most frequently occurring Pfam domain classes are shown individually while remaining classes are summed in the ‘other’ group. (**A**) For blood versus adipose, the Pfam domain is listed if it occurred ≥ 3. (**B**) For adipose versus blood, the Pfam domain is listed if it occurred ≥ 3. (**C**) For blood versus muscle comparison, the Pfam domain is listed if it occurred ≥ 9.

## DISCUSSION

Alternate exon usage modifies protein biochemical function, diversifying canonical pathways and represents an important contributor to cell phenotype. Methods developed to detect differential splicing using DNA microarrays have lacked acceptable true positive rates, or clear guidelines for appropriate implementation. Here we introduce an AEU identification process that has a robust performance with minimal heuristics and robust control for multiple testing. Rather than limiting discovery of AEU events we demonstrate that exon focused DNA microarrays detect thousands of AEU events between human tissues, in contrast with analysis of the human tissue transcriptome using RNA-seq (14). As can be observed in Figure 6, a core of AEU events and modified Pfam categories are shared across each tissue pairing (e.g. muscle versus adipose and adipose versus blood) was substantial enough to suggest that AEU contributes substantially to tissue specialization. Within the limited number of genes with AEU identified by Mele *et al*. (14) <20% overlapped with the present analysis. Not unsurprisingly, the overlap was biased towards genes with greater than average RPKM units (Supplementary Figure S7), indicating that lack of robust quantification of RNA abundance by RNA-seq may explain the failure to note substantially amounts of AEU. In contrast, arrays identified AEU across the expression value continuum, with only a modest bias for genes with higher expression signal.

Using adipocytes treated with the anti-diabetic drug, rosiglitazone, *Agpat1* underwent AEU. *Agpat1* belongs to the 1-acylglycerol-3-phosphate O-acyltransferase protein family which are involved in phosphatidic acid production, which is an intermediate step in triglyceride synthesis (57). According to Ensembl, ENSMUSE00000934556 is a non-coding exon that appears exclusively in the shorter transcript: (ENSMUST00000173242, Figure 3C). Whereas ENSMUSE00000707276, the exon unique to the full variant, had a much lower CT (i.e. detected earlier in the RT-qPCR assay), consistent with the view that it is the dominant RNA variant (58). The regions absent in truncated *Agpat1* contain motifs III and IV, which are required for acyl-CoA binding and catalysis, and LPA binding (59). The shorter transcript (ENSMUST00000173242), with this alternative 5′ UTR, could yield a protein with distinct biochemical function due to loss of substrate binding site and hence loss of substrate level regulation of enzyme activity. Functional analysis of the inter-tissue analysis also revealed the expected biological narrative e.g. muscle included a variety of modifications to contractile proteins when compared with blood (Supporting File 2: Supplementary Table S6). Pfam domain analysis revealed that ‘EGF_C’ was most frequently modified functional motif between adipose and blood, while ‘PKinase’ protein kinase Pfam domain was common modified when comparing muscle with either blood or adipose tissue (Figure 6, Supporting File 2: Supplementary Table S7).

Previously published AEU pipelines appear optimized to single experimental designs or lack any laboratory validation. For example, PAC detects splice variants on the assumption that exon expression tends to follow the gene expression across the samples if there is no alternative splicing (22). PAC needs at least three distinct groups to derive a meaningful model and it fails when applied to the comparison of two conditions (28) and in our adipocyte experiment. Approaches such as the ‘SI method’ (20) and the conceptually similar MiDAS which uses ANOVA or ANOSVA which fits a linear model to the observed data with the aim of identifying non-zero interaction terms between sample groups and exons (23), have all been found to be unreliable. Critically, as the exon number increases the detection ability of statistical tests like MiDAS and ANOSVA decreases as they do not accurately correct for multiple testing (25).

IGEMS ranks genes both at a gene-level and at the exon level (Figure 1) providing direct information on which particular exon(s) are likely to be undergoing AEU within a gene that is first ranked to contain a significant AEU event by Step 1. Given that the HTA 2.0 array detected the expression of >25 000 ‘genes’ (coding and non-coding) across the three tissues profiled in the present study, it is clear that an automated pipeline is essential to study AEU using such technologies. IGEMS incorporates the FIRMAGene model (albeit with a modified statistic) using it for the first time with exon and ‘tiling’ type arrays. McGlincy *et al*. (60) used the original FIRMAGene method to examine the impact of the circadian cycle on AEU coupled with ANOVA to identify AEU. To improve true positive detection they used only the core probe-set (‘best’ annotated) map of the EXON microarray. However, they could only validate ∼50% of the highest ranked genes, by RT-qPCR. In contrast we validated >90% of our findings from the mouse EXON array using RT-qPCR (genes selected from the first 100 in order). Further extensive RT-qPCR of an additional 22 examples of AEU (with genes being selected from MUF scores ranked 18–1514th) from the HTA 2.0 twin tissue analysis yielded a 95% validation rate. This indicates that we have achieved a significant improvement in performance over all existing AEU analysis pipelines to yield a high true positive rate.

However, it is also important to consider why we were able to identify far more AEU between tissues than Mele *et al*. (14) using a similar number of biological samples. They determined when internal cassette exons were preferentially used with the ‘Percent Spliced-in’ (PSI) approach (61,62) applied to RNA-seq data. In doing so they concluded that variation in expression rather than variation in splicing explained tissue diversity. Despite their RNA-seq and our HTA analysis detecting a similar number of transcripts (14) we found ∼5–10× more AEU across human tissue types (their threshold for detection was rather generous). PSI in its simplest form is a ratio metric of reads that include the cassette exon versus reads that include or exclude the respective exon. Differences at a particular threshold on this ratio metric scale are considered to detect spliced exons. In comparison, the first step in iGEMS does not compare individual exons, but looks for small continuous changes along a gene. Also the PSI approach required two constitutively expressed flanking exons to identify the potentially spliced exon implying their method was biased towards central cassette exons, unlike iGEMS which identified a variety of AEU events, including alternative 3′ UTR utilization (Figure 5B). Further, since we observed that genes subject to AEU were also frequently (60–80% of those identified) differentially expressed, an accurate estimation of the contribution of expression versus AEU to inter-tissue variance is not necessarily a meaningful analysis, in our opinion. Clearly membership of each category would reflect the statistical thresholds chosen for AEU or differential expression in the experiment.

Data modelling considerations aside, we demonstrated that using a non-competitive detection system i.e. a DNA gene-chip (i.e. each converted/labelled ‘RNA’ is detected *independently* from each other) yields a rich view of the tissue transcriptome. Thus, DNA microarray technologies remain a very useful and complementary technology (12,13) to RNA-seq technologies, with the advantage that it is more reproducible (technical replicates *R*^2^ > 0.95 compared to *R*^2^ < 0.9 for RNA-seq (10,12)) and still more cost-effective, particularly in terms of data processing and data storage. Indeed, according to the SEQC the coverage and performance achieved with the latest HTA 2.0 DNA microarrays requires ∼100 million aligned reads per sample for the equivalent information to be yielded by RNA-seq (12). Given that Mele *et al*. report ∼80 million aligned reads per sample and still identified ∼5–10× fewer AEU events than the present study, this value for ‘equivalence’ may be a substantial under-estimate. For example, the number of read-alignments required for blood and muscle may substantially exceed 100 million, as we noted limited co-linearity between sequencing depth and number of detected low expression genes in blood and muscle tissue (Supplementary Figure S8). In conclusion, iGEMS is a robust methodology for detection of AEU events using global transcriptome data, yielding results with limited requirement for visual inspection and a high true positive rate. Our meta-analysis indicates that RNA-seq protocols do not provide sufficient quantification of much of the transcriptome (‘read coverage’), which limits alternative splicing analysis of RNA-seq data to only the highest abundance transcripts.

## Supplementary Material

Supplementary Data

SUPPLEMENTARY DATA

# Supplementary material for: iGEMS: an integrated model for identification of alternative exon usage events
**Source:** Nucleic Acids Res. 2016 Apr 19;44(11):e109. doi: 10.1093/nar/gkw263
**Supplement:** Supplementary Data

Supporting Figures

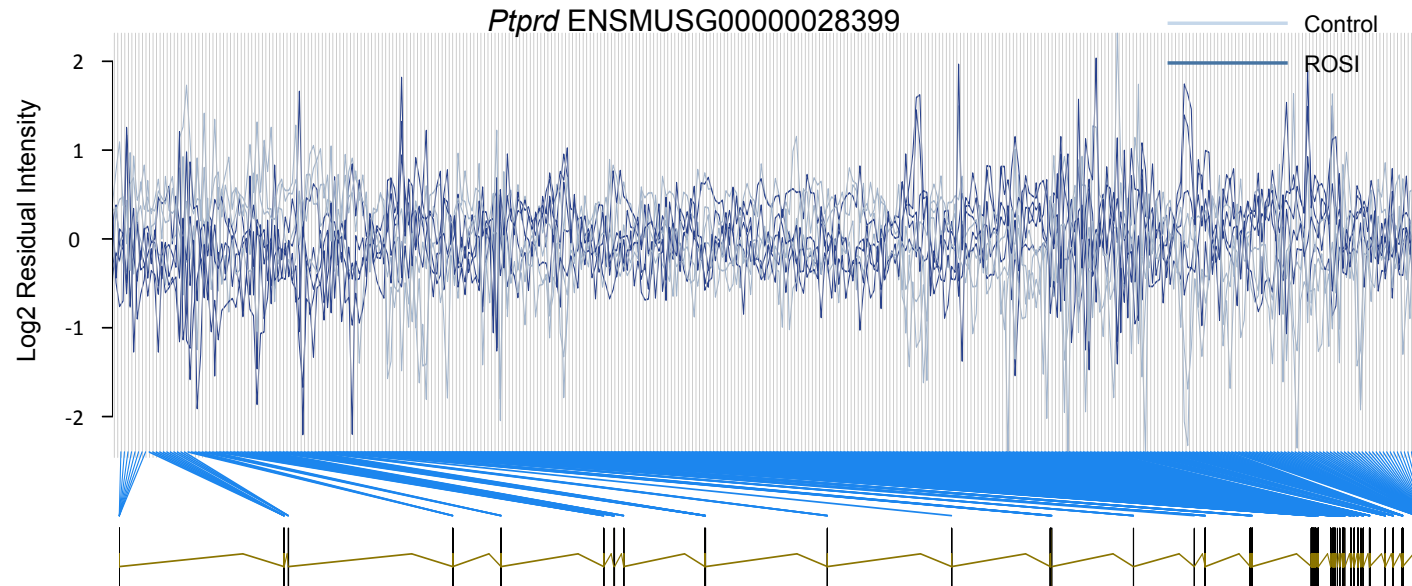

Figure S1: Residual plot of *Ptpd*. The figure shows that visual inspection of potential alternative exon usage (AEU) candidates is not always feasible in genes that have high number of exons. This emphasizes the need of having Step 2 within our pipeline to detect which exon within our candidate genes is undergoing an AEU event.

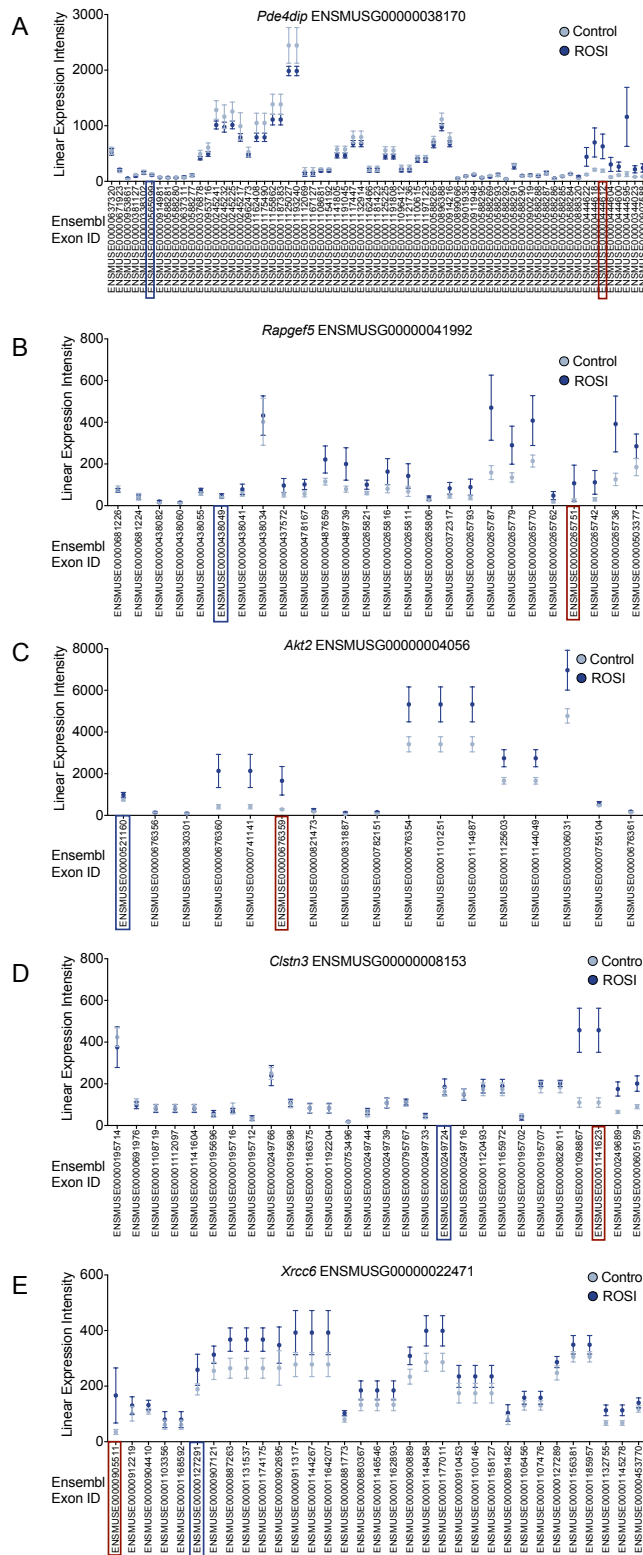

Figure S2: Expression intensities of genes undergoing an alternative exon usage (AEU) event in response to rosiglitazone (ROSI). A) *Pde4dip* (ENSMUSG00000038170), B) *Rapgef5* (ENSMUSG00000041992), C) *Akt2* (ENSMUSG0000004056), D) *Clstn3* (ENSMUSG00000008153) and E) *Xrcc6* (ENSMUSG00000022471). The blue and red box highlighting an Ensembl Exon ID denotes the constitutively expressed and AEU exon, respectively. Data is shown as mean $\pm$ SD (control group has n=8 and ROSI group has n=9).

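Of the 5 genes, Rapgef5, Akt2 and Xrcc6 were higher with ROSI over the whole gene, Clstn3 did not pass, and Pde4dip moved in opposite directions in parts of the gene. Rapgef5, an activator of small GTPases, rose 2.27-fold (log2 change 1.18, SE 0.23, adjusted p = 5.1e-04). SV129 ROSI replicate 1, at 5.79, lay below the mean of the controls (6.15, SD 0.16). Akt2, a kinase in insulin signalling, rose 1.54-fold (0.62, SE 0.08, adjusted p = 1.9e-05), and Xrcc6, a DNA repair protein, 1.31-fold (0.39, SE 0.07, adjusted p = 3.5e-04). Clstn3, a calsyntenin, changed by 0.11 (SE 0.05, adjusted p = 0.081). Pde4dip, which anchors a phosphodiesterase, has 3 clusters on the array. Cluster 6907352 rose 2.58-fold (1.37, SE 0.17, adjusted p = 9.9e-06), 6907351 fell (-0.27, SE 0.05, adjusted p = 3.7e-04) and 6907374 did not pass (-0.08, SE 0.07, adjusted p = 0.42). The control signal of 6907352 was dim, with means of 5.55 in SV129 and 5.84 in C57BL/6, below the lower quartile of the arrays. The call of 6907351 ended with strain and replicate number as a block (adjusted p = 0.012, in a range from 7.1e-06 over the alternatives). With Agpat1, Ptprd and Rxrg, and the Pde4dip cluster of highest mean, these made a list of 8. In it 6 were higher, 1 lower and 1 did not pass, with the same counts adjusted over the list alone. Its camera adjusted p = 0.003 (adjusted p = 0.22 with an estimated correlation), from genes that the study chose on these samples, so not as independent evidence.

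**Figure D3:**
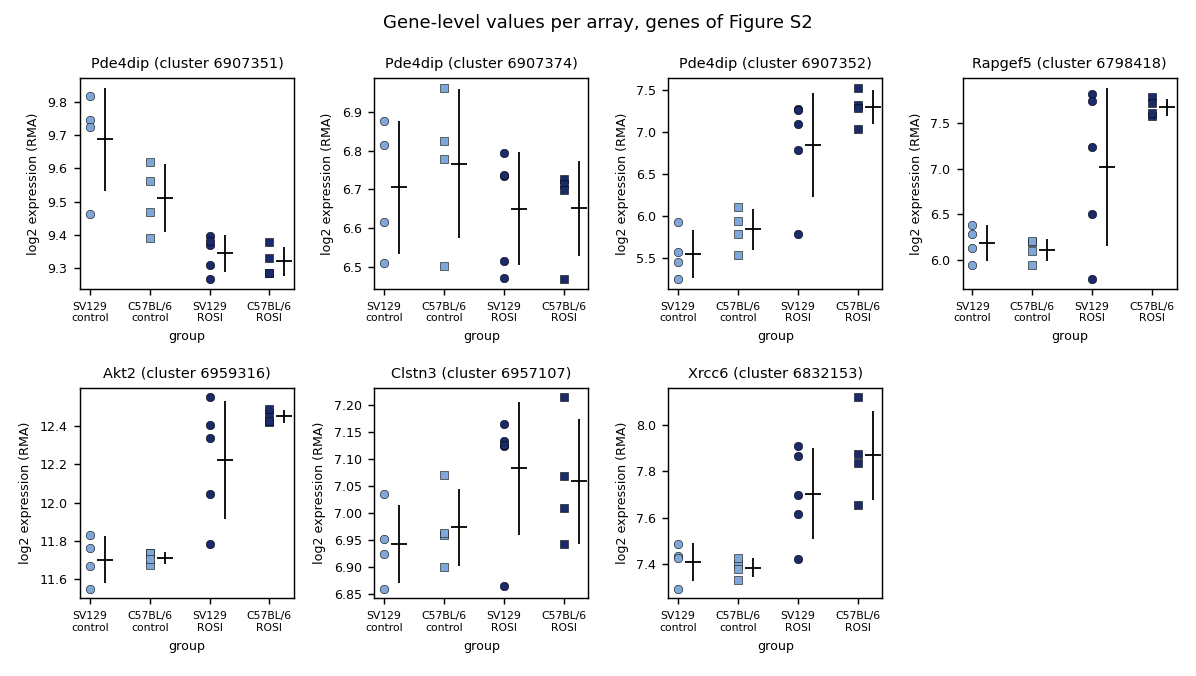
Log2 values of single arrays of control and ROSI cultures by strain, with mean and SD, for the clusters of Pde4dip, Rapgef5, Akt2, Clstn3 and Xrcc6. Pde4dip 6907352 lies higher with ROSI (change 1.37) and 6907351 lower (-0.27).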

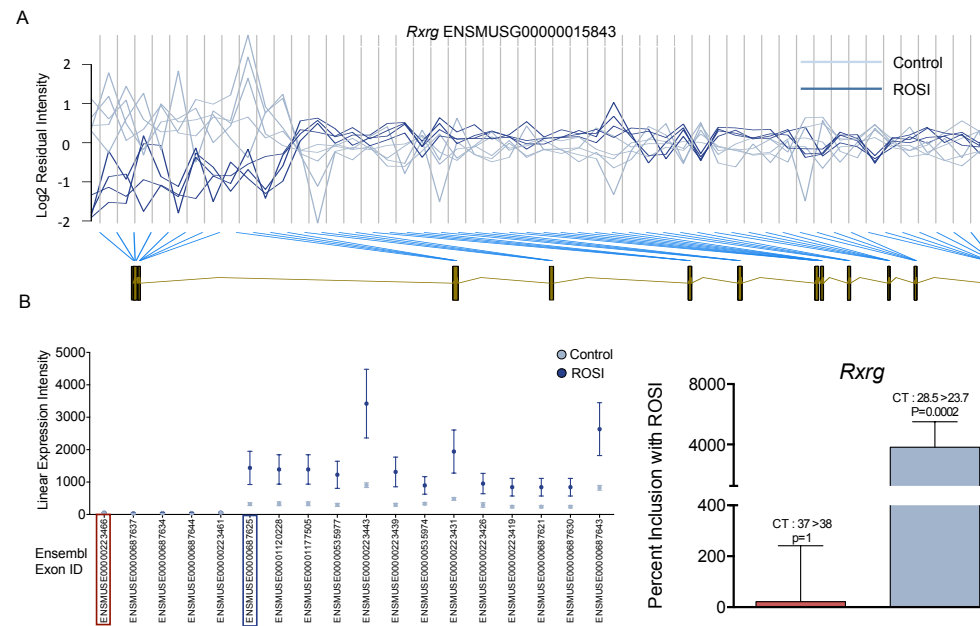

Figure S3: Identification of *Rxrg* as a false positive and is successfully removed by step 3 of iGEMS. A) A Material Unaccounted For (MUF) score is derived from the residual plot of *Rxrg* (ENSMUSG00000015843). The residual values were plotted in genomic order with the composite gene structure juxtaposed below. Our analysis was performed on 8 control (light blue) and 9 rosiglitazone (ROSI) treated cell cultures (dark blue). Blue lines connect the residual value to their respective genomic regions. On visualization we observed a large deviation from the model towards the 5' end of *Rxrg* indicating an alternative exon usage (AEU) event but this was a false signal that originated from exons that were near background expression. B) Expression plot of linear intensity (mean $\pm$ standard deviation (SD)) of each Ensembl Exon ID assigned to *Rxrg*; light blue represents the control and dark blue the ROSI treated values. Ensembl Exon ID: ENSMUSE00000223466 (red box) is the proposed AEU exon, whereas ENSMUSE00000687625 (blue box) is the apparent constitutively expressed exon according to splicing index. Primers were designed using this information. RT-qPCR validation was carried out in independent RNA (mean $\pm$ SD; control (n=8) and ROSI (n=8)) and is shown as percent (%) change from the control group with ROSI (mean $\pm$ SD) with the color consistent with the Exon ID plot on the left. CT values and adjusted p-values are shown for the control and ROSI group. RT-qPCR derived expression of the AEU exon did not change, whereas the constitutively exon increased significantly. Despite agreeing with the microarray data is not a genuine AEU event but rather represents gene expression showing step 3 is required in our pipeline.

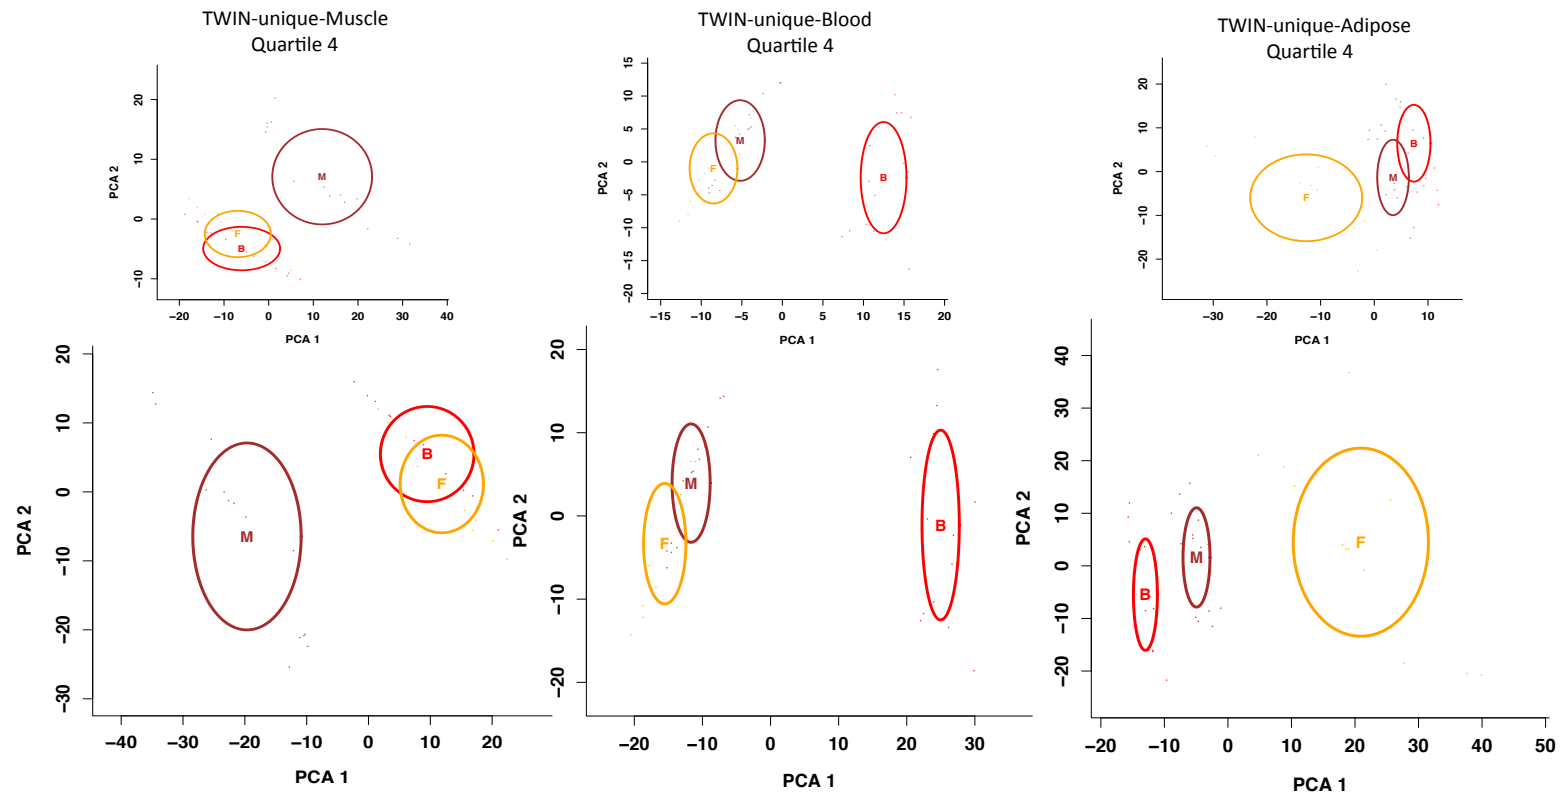

Figure S4: PCA ellipsoid plot for preferentially expressed genes in blood, muscle and adipose tissues respectively. The figure shows the genes expressed in a particular tissue, separates well from the remaining two tissues (which co-clustered). This biologically informative clustering was apparent even when utilizing the lowest quartile (quartile 4) of the tissue's preferentially expressed genes.

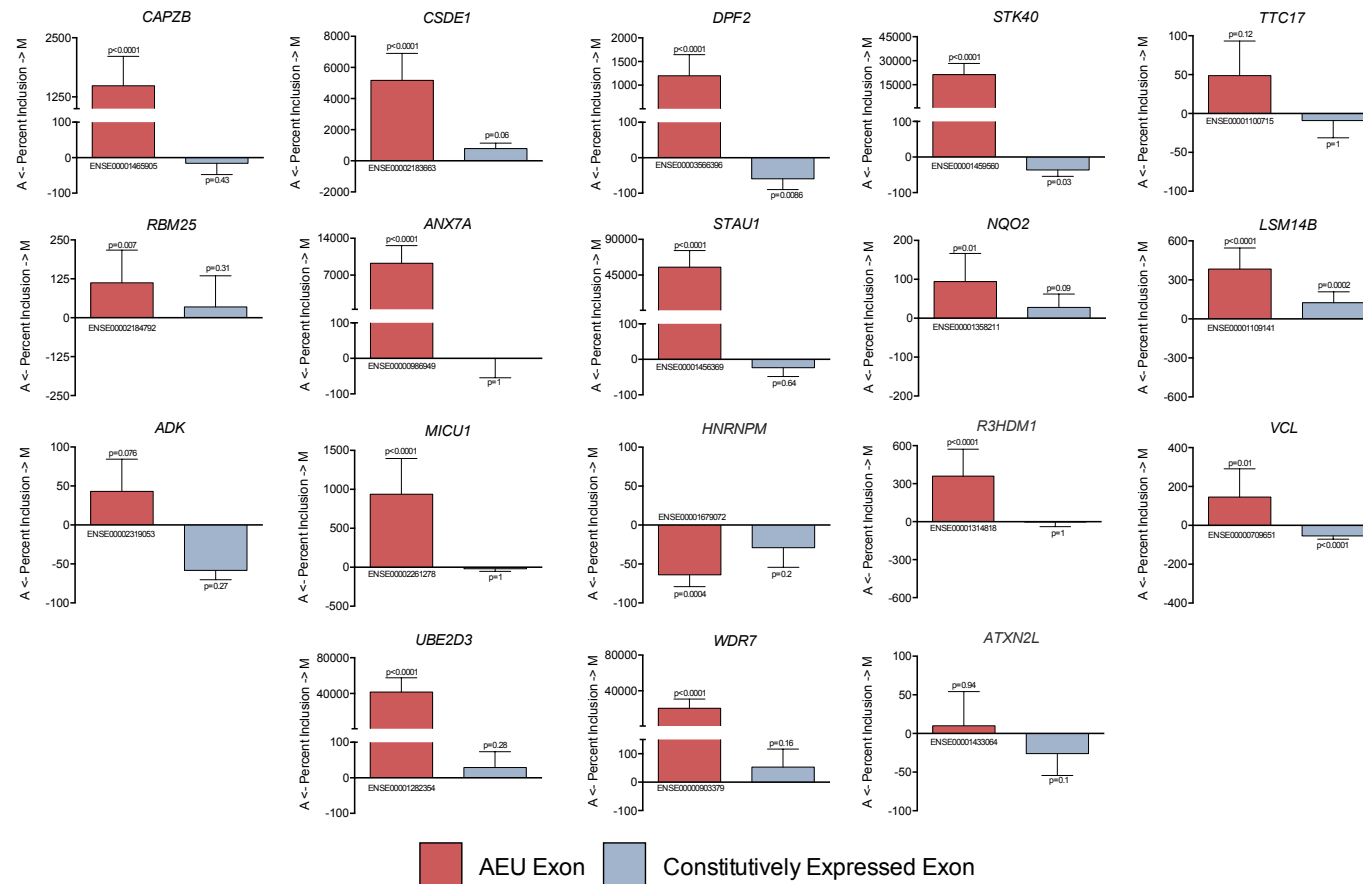

Figure S5: Summary of RT-qPCR validation of alternative exon usage (AEU) events between muscle and adipose tissue. IGEMS identified over 1500 genes with transcript variation between muscle and adipose tissue. Here we show validation of 18 genes undergoing an AEU event, all of which were successfully validate except for *ATX2NL*. It should be note that *UBE2D3*, *WDR7* and *ATX2NL* have FDR values within 5-8%. The RT-qPCR data is presented as percentage changes, where positive and negative shifts represent muscle (M) and adipose (A) inclusion, respectively. For each gene an AEU exon was measured and constitutively expressed exon for comparative purposes. Data is presented as mean $\pm$ standard deviation, muscle group has n=14 and adipose group has n=9. Above each bar plot the respective adjusted p-values are shown and above the AEU bar plot is the respective Ensembl Exon ID.

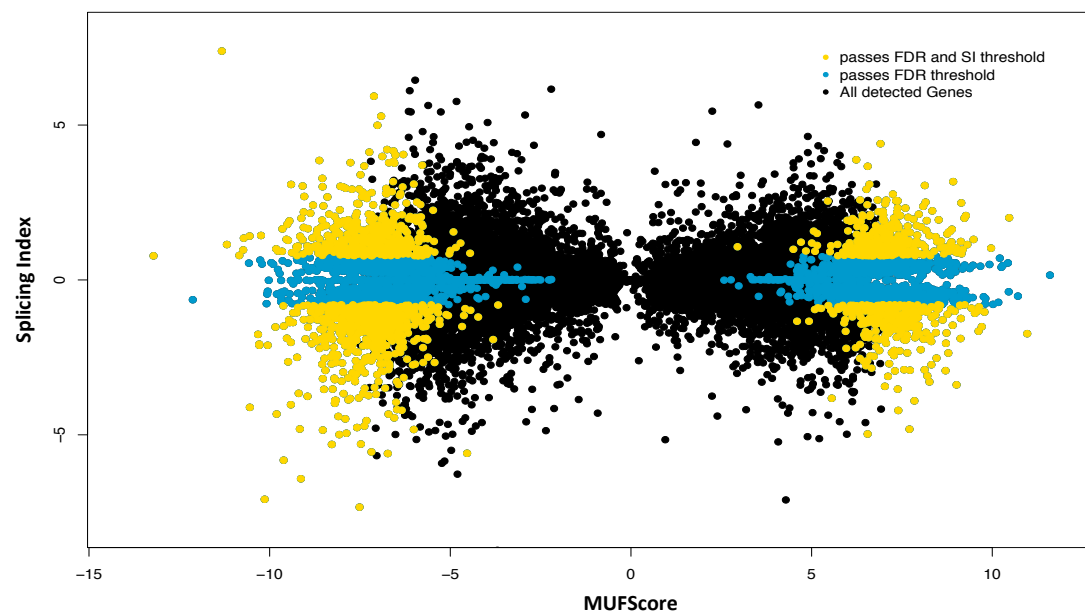

Figure S6: Relationship between Material Unaccounted For (MUF) score and splicing index (SI) in the comparison between muscle and adipose.

Examination of the relationship between the MUF scores and SI identified few cases where modest MUF score at the gene level had evidence for a significant SI at the exon level and vice-versa. Here blue dots show genes that pass the FDR threshold (based on MUF score and gene size) but fails the 10% SI threshold and yellow dots show the candidates that pass both the FDR and SI threshold. The focus of our analysis strategy was to yield a high true positive rate without severely limiting the number of detectable events. The trade-off between true positives rate and SI boundary will ultimately be based on study specific characteristics.

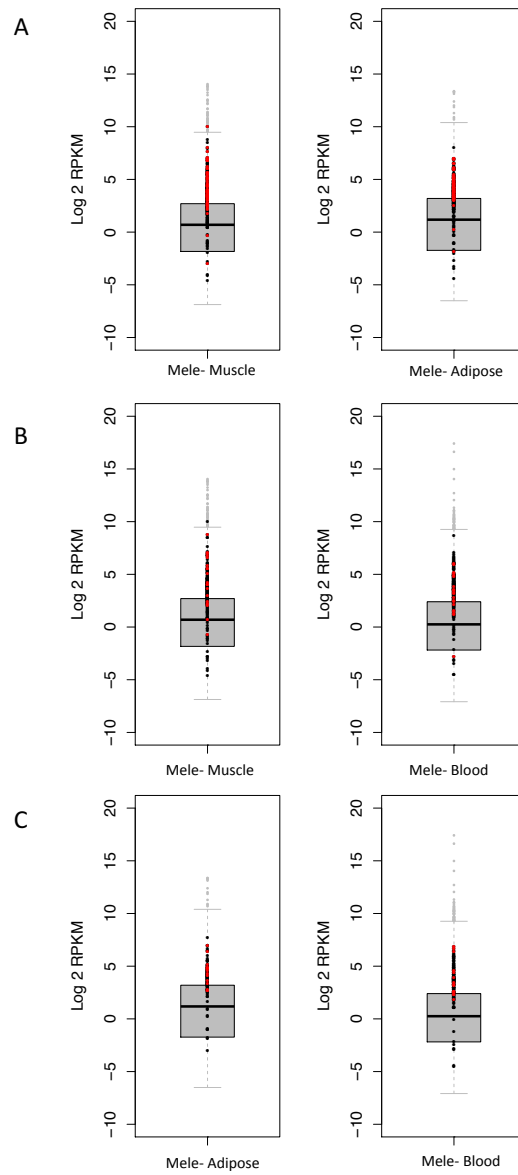

Figure S7: RNA-sequencing (RNA-seq) derived RPKM values from Mele *et al* [1] and their relationship to alternative exon usage (AEU). Data is shown for 3 pair-wise comparisons: A) Muscle vs Adipose B) Blood vs Muscle C) Adipose vs Blood. For each comparison two box plots are shown for both the tissues compared. Genes from Mele *et al* undergoing an AEU or not are shown as black dots and grey dots, respectively. Lack of robust quantification of RNA abundance by RNA-seq may explain failure in identification of significant AEU events. Majority of AEU events from Mele *et al* was observed in genes with higher RPKM values. Furthermore, the overlap with iGEMS (shown as red dots) was driven by genes with the highest median RPKM values.

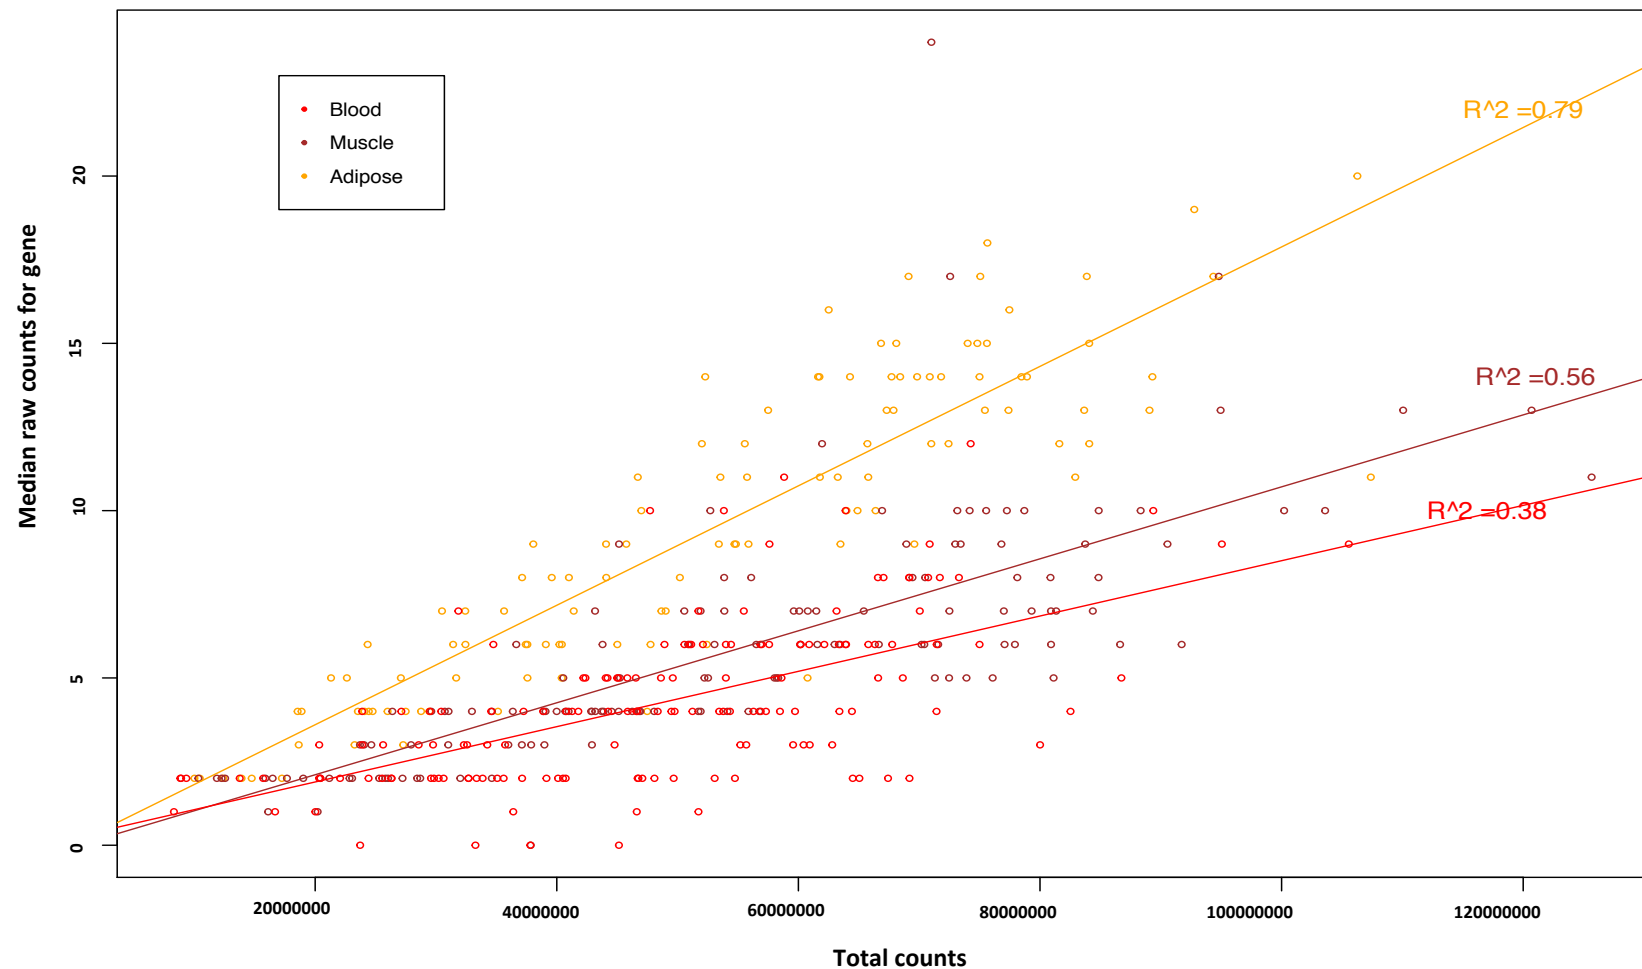

Figure S8: Relation between samples size and genes expressed at a low value as detected using RNA-sequencing (RNA-seq) technology. There was a very limited linear relationship between sequencing depth of low expressed genes in blood and muscle tissues while there was a more robust linear relationship in adipose tissue. This means that complete coverage of the transcriptome in muscle and blood would be very challenging and thus RNA-seq would not necessarily be preferential technology for detecting alternative exon usage events.

Supporting Information for iGEMS

1.1 Description of equations used in integrated Gene Exon Model of Splicing

A) Briefly, FIRMAGene [2] is built on the FIRMA [3] (Finding isoforms using robust multichip analysis) method that structures the problem of detecting alternative splicing as a problem of outlier detection. It believes that residuals from the RMA (robust multichip analysis) model holds the key to finding differential splicing events which is modeled according to the following equation:

$$y_{ijk} = c_j + p_k + error \quad (1)$$

Where, y_{ijk} represents log intensity of probe k of exon i measured in experiment j (signal has been background-corrected and normalized), c_j is the experiment effect and p_k is the probe effect.

The residual from the fitted RMA model describes the discrepancy of probe intensity in a given experiment from the expected expression and can be represented by the following equation:

$$r_{ijk} = y_{ijk} - \hat{c}_j + \hat{p}_k \quad (2)$$

However unlike FIRMA, FIRMAGene does not focus on individual exons but instead interrogates exon regions (probes) that are adjacent in a gene to highlight persistence departure from the fitted model as an evidence of potential differential splicing.

When fitting a model RMA down-weights the probes that behave differently than the rest of the model in the fitting step. FIRMAGene takes these adjacent poorly fitting probes for a given sample as an evidence of differential splicing based on which it has devised a statistic called MUFscore (mean unaccounted for) to search for this behavior.

$$M_i^{(j)} = \max_{1 \leq s \leq e \leq J} \frac{|\sum_{j=s}^e r_{ijk}|}{\sqrt{e-s+1}} \quad (3)$$

Where, $M_i^{(j)}$ is the maximum absolute partial sum over the $J(J+1)/2$ possible consecutive sums of J probes within a gene and these denominator of this partial sum statistic has the square root of the number of data points. We performed this calculation for each gene on

the platform and associated a FDR value with each of the computed Material Accounted For score value. The FDR estimation is explained in the methods section of the paper.

B) Splicing index (SI) [4] is the ratio of exon level signal that has been normalized to the overall gene level signal. In the SI approach, exon inclusion rates under two conditions are compared to identify differential alternative splicing events. A significant difference in the normalized exon intensity indicates that the exon has different inclusion or exclusion rates (relative to the gene level) between the two conditions.

$$\text{Splicing Index (SI)} = \frac{(\text{Exon Intensity}_{i1} / \text{Gene Intensity}_{i1})}{(\text{Exon Intensity}_{i2} / \text{Gene Intensity}_{i2})} = \log_2 (NI_{i1} / NI_{i2})$$

Where, NI_{i1} is normalized intensity for exon i in condition 1 and NI_{i2} is normalized intensity for exon i in condition 2. We used this method in our pipeline as an exon level detection filter to decide which exons within a candidate gene are undergoing a splicing event.

1.2 Experimental validation of Human AEU events by RT-qPCR.

For RT-qPCR 300 ng of total RNA was reversed-transcribed with the High-Capacity cDNA Reverse Transcription kit (Life Technologies) according to manufacturer's protocol using the same RNA on used on HTA 2.0, cDNA and was diluted 1:30 and 1 µl was added per well of the 384-optical well plates (Life Technologies). Exon specific primers (Sigma-Aldrich) were designed using Primer-BLAST for genes across a continuum of MUF scores. Primers were mixed with SYBR Select Master Mix (Life Technologies) and aliquots of 6 µl of mastermix were added to each well. Samples were run in triplicate. Thermal cycling conditions were 2 min at 50°C followed by 2 min 95°C and 40 cycles of 15 s at 95°C followed by 60 s at 60°C on a ViiA™ 7 Real-Time PCR System (Life Technologies, UK). Target mRNA expression was quantified using the ΔCT method [5]. To control for RNA input, 18s levels were measured using an Eukaryotic 18s rRNA Endogenous control kit (Life Technologies) according manufacturer's protocol using 1:4000 diluted cDNA. For each gene an AEU exon was contrasted to a constitutively expressed exon to determine if the AEU event is genuine. The data is presented as percent change (%) from adipose tissue. To determine the statistical significance a Mann-Whitney U test was preformed on the ΔCT values followed by

Bonferroni correction. Primers used for the HTA validation can be found in Supporting File 2: Table S5.

1.4 General RT-qPCR information.

Data was generated using ViiA7 RUO software (version 1.2.4) using default settings for CT choice, non-template control detection, multiple melt curve peak detection and outlier detection. GraphPad Prism (version 6.0) was used for statistical analysis. In this study 18s was used as the house keeping gene of choice for both studies as it has been shown to be consistent across two tissues [6]. No universal inhibition was found when a dilution curve was performed and samples were also checked for tissue identity using muscle (*DES*) and adipose (*FABP4*) gene marker genes. For each transcript specific RT-qPCR assay a serial dilution curve was performed at 5 descending concentrations (1:4, 1:16, 1:64, 1:256 and 1:1024) using fetal cDNA (Agilent Technologies and Takara Bio Europe Clontech), which were used to determine the limit of detection. Dilution curves were also used to calculate the gradient, PCR efficiency and R^2 for each assay (Supporting File 2: Table S1 and Table S5). In this study RNA integrity was not directly assessed but multiple primers used in this study measured the 5' or 3' end of a gene which produced adequate CT values, indicative of non-degraded intact RNA.

References

1. Melé M, Ferreira PG, Reverter F, DeLuca DS, Monlong J, Sammeth M, Young TR, Goldmann JM, Pervouchine DD, Sullivan TJ, Johnson R, Segrè A V, Djebali S, Niarchou A, Consortium TGte, Wright FA, Lappalainen T, Calvo M, Getz G, Dermitzakis ET, Ardlie KG, Guigó R: **The human transcriptome across tissues and individuals.** *Sci* 2015, **348** (6235):660–665.
2. Robinson MD, Speed TP: **Differential splicing using whole-transcript microarrays.** *BMC Bioinformatics* 2009, **10**:156.
3. Purdom E, Simpson KM, Robinson MD, Conboy JG, Lapuk A V, Speed TP: **FIRMA: a method for detection of alternative splicing from exon array data.** *Bioinformatics* 2008, **24**:1707–1714.
4. Srinivasan K, Shiue L, Hayes JD, Centers R, Fitzwater S, Loewen R, Edmondson LR, Bryant J, Smith M, Rommelfanger C, Welch V, Clark T a, Sugnet CW, Howe KJ, Mandel-Gutfreund Y, Ares M: **Detection and measurement of alternative splicing using splicing-sensitive microarrays.** *Methods* 2005, **37**:345–59.

5. Schmittgen TD, Livak KJ: **Analyzing real-time PCR data by the comparative CT method.** *Nat Protoc* 2008, **3**:1101–1108.
6. Bas a, Forsberg G, Hammarström S, Hammarström M-L: **Utility of the housekeeping genes 18S rRNA, beta-actin and glyceraldehyde-3-phosphate-dehydrogenase for normalization in real-time quantitative reverse transcriptase-polymerase chain reaction analysis of gene expression in human T lymphocytes.** *Scand J Immunol* 2004, **59**:566–573.

# Supplementary material for: iGEMS: an integrated model for identification of alternative exon usage events
**Source:** Nucleic Acids Res. 2016 Apr 19;44(11):e109. doi: 10.1093/nar/gkw263
**Supplement:** SUPPLEMENTARY DATA

iGEMS: an integrated model for identification of alternative exon usage events — SUPPLEMENTARY DATA 

# iGEMS: an integrated model for identification of alternative exon usage events

## SUPPLEMENTARY DATA

- SUPPLEMENTARY DATA
- SUPPLEMENTARY DATA

How the deposited data were processed for this re-analysis (not part of the article)

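Gene expression was measured in 35 cultures of mouse inguinal adipocytes, each on 1 Mouse Exon 1.0 ST array. They cover control, ROSI and NE cultures at day 7 and untreated cultures at day 3, from SV129 and C57BL/6 mice. Condition, strain and replicate number were taken from the sample labels, the ROSI dose from the methods of the paper, and the NE dose from the labels. The human tissue arrays, the RT-qPCR and the exon-level signals were not analysed here.

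The authors made the deposited values with Affymetrix Power Tools and RMA (background correction, normalization between arrays and summary over probes). Their versions are not given in the sources used here. Each value is a log2 intensity of 1 transcript cluster, and the values were used as deposited, with no further scaling in the main model. No raw intensities were read. Of 17958 clusters, 15621 carry 1 gene symbol, 1370 carry several and 967 carry none. The clusters with 1 symbol cover 15224 genes, and where a list gene had more than 1 cluster, that with the highest mean was used for the list. No pair of arrays was identical (0 pairs), and the highest correlation between arrays was 0.9983. A microarray has no sequencing depth: the precision depends on the number of arrays per group and on the spread between them, and signals near the lowest values lie close to background.

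Models were fitted with limma 3.58.1 in R 4.3.3, with tables read by data.table 1.17.8 and figures drawn with Python 3.11.15 and matplotlib 3.10.9. For each comparison the arrays of the groups compared entered the model, with strain as a covariate, empirical Bayes moderation and Benjamini-Hochberg adjustment at 0.01. The comparisons were ROSI with control, NE with control, day 7 control with day 3, ROSI with NE, and the interaction of ROSI with strain. The interaction of NE with strain was added after the data were seen. The tests are two-sided. Principal components were computed over all clusters, centred per cluster.

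The 21 gene lists held 374 entries, of which 325 were measured. They are the paper genes, thermogenic genes, PPARG targets, adipocyte identity, triglyceride synthesis, fatty acid synthesis, fatty acid oxidation, oxidative phosphorylation, nuclear receptors, extracellular matrix, preadipocyte markers, cell cycle, splicing factors, inflammatory mediators, cAMP response, macrophage, endothelial, skeletal muscle, smooth muscle and epithelial markers, and sex-linked genes. PPARG targets shared the most, 5 measured genes, with other lists. Lists were tested with camera at a preset correlation of 0.01 between genes, and again with an estimated correlation.

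The genes named are those the paper names, 6 genes of thermogenic and adipocyte identity, and the largest rises and falls per comparison. For the latter, 10 in each direction were taken for ROSI with control and 6 elsewhere, among clusters with 1 symbol that passed and moved alike in each strain. Up to 3 members per list, by size of change among those that passed, and the genes of the interaction with the smallest adjusted p were added. Members of a list that a text names beyond these, such as those that did not pass or went against their list, were chosen after their values were seen.

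The alternatives were a threshold of 0.05, a minimum change of 1.5-fold (0.585 log2), no strain term, all 35 arrays in one model, an intensity trend, array weights, quantile normalization, median centring, a filter on the dimmest clusters, the replicate number as a block, and leaving out each array in turn. For lists, the estimated correlation and the mean over all clusters of a gene were added. Groups of arrays were also regrouped at random 100 times with a fixed seed. The code was tested on simulated data with known changes before use.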

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

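The tests of explanations in this part, and the counts over regroupings, were chosen after the results were seen. Untreated cultures changed between day 3 and day 7, a comparison of 8 with 8 arrays that the paper does not report. At day 7, Egln3, an oxygen sensor, was higher by 1.97 on the log2 scale, Lcn2, an iron carrier of inflamed fat, by 1.95, Grem1 by 1.87, the mannose receptor gene Mrc1 by 1.85, the respiratory chain gene Cox8b by 1.80 and Rnf128 by 1.52. Lower were the chemokine gene Cxcl13 (-2.12), the matrix genes Aspn (-1.74) and Lrrc17 (-1.64), the neurotrophin receptor gene Ngfr (-1.59), Akr1c14 (-1.42) and the progesterone receptor gene Pgr (-1.38). In limma, 1740 clusters were higher and 1005 lower, 2745 in all, with adjusted p of these 12 genes up to 0.002 (Pgr). Pgr did not pass without SV129 control replicates 5 and 6 (adjusted p = 0.013, the highest over its alternatives, from 1.3e-06). Quantile normalization changed the split to 1526 higher and 1364 lower (52.8% higher in place of 63.4%), and median centring to 1290 and 1479 (46.6%). Chance can be excluded for the count: 1 of 100 regroupings, the real one, reached 2745, and the highest of the others was 356.

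Macrophage and leukocyte markers were higher at day 7 than at day 3. Of 12 measured, 8 were higher and 0 lower (9 higher adjusted over the list alone), among them Itgam (0.91, SE 0.06), Tyrobp (0.88, SE 0.05) and the marker with the brightest signal, Cd68 (0.53, mean log2 value 10.48), with a list mean of 0.57 (SE 0.15 over genes). The camera adjusted p was 2.4e-18, and 0.044 with an estimated correlation, which did not pass, and 0 of the 12 genes stand in another list. A lower share of adipocytes would raise the markers of other cell types alike, where such cells are present. The highest mean among the 4 other lists was 0.05 (epithelial), and each lay at least 3.30 standard errors over genes below the macrophage list. Their median members were dim (mean log2 values of 7.01 to 7.75), as was that of the macrophage list (7.49). Whether such cells were present is not known, so these lists cannot decide about the share of adipocytes, which stays open. After quantile normalization or median centring the list mean was 0.54, and the median change over all clusters as deposited was 0.02. A shift common to all genes is thus too small to make the rise. The larger camera adjusted p after these scalings was 1.7e-17. Camera sets the list against all other genes, so a common shift could hardly change it, and this p decides nothing about scaling. More macrophages, or more marker RNA in each, stay open and untested.

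ROSI cultures were also compared with NE cultures, which the paper does not report on. Fabp3 was higher by 3.57, the sphingolipid gene Sptlc3 by 3.52, the fatty acid elongase gene Elovl3 by 3.20, Lrrc39 by 2.66, Nat8l, which makes N-acetylaspartate, by 2.61 and A530053G22Rik by 2.57 (9 against 10 arrays). The opioid precursor gene Penk (-1.58), Cxcl5 (-1.46), Rnase2a (-1.43), Grem1 (-1.43), the adhesion gene Chl1 (-1.36) and the Wnt antagonist gene Sfrp2 (-1.32) were lower. The call of Cxcl5 ended without each of 11 single arrays (adjusted p up to 0.016, without C57BL/6 ROSI replicate 2), and that of Grem1 with no strain term (adjusted p = 0.012, in a range of 8.7e-06 to 0.041 over the alternatives). In limma 4997 clusters passed, 2845 higher and 2152 lower (56.9% higher, against 47.1% after quantile normalization with 2667 and 2995, and 50.9% after median centring with 2759 and 2662). With strain and replicate number as a block, 0 clusters passed and all 65 clusters named for this comparison lost their call, Fabp3 with an adjusted p = 0.012 (change 3.39) and Penk with 0.066. Only the 7 same-numbered pairs of ROSI and NE arrays inform that fit, so its lost calls alone do not speak against the difference. The highest of the other regroupings gave 0 and only the real one (1 of 100) gave as many, so chance can be excluded.

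Pck1, which makes the glycerol backbone of triglycerides from pyruvate, rose with ROSI by 1.48 in C57BL/6 and by 0.21 in SV129, from control means of 6.68 and 6.67. The difference, -1.27 (SE 0.12, limma adjusted p = 3.3e-04), was the only one to pass for the interaction (1611 clusters at an unadjusted p under 0.05). Of 100 regroupings, 2, the real one included, gave as many, a share under 0.05. The highest other also gave 1, so chance is not excluded for the count of 1, and Pck1 itself was not tested in the regroupings. Without SV129 ROSI replicates 1 and 6 the difference for Pck1 was also -1.27 (adjusted p = 0.0018, in a range of 2.2e-09 to 0.03 over the alternatives, the highest with the replicate number as a block), so these arrays with a weak response do not make the difference. No SV129 array exceeded 7.00, and the lowest C57BL/6 ROSI array had 7.80. A strain variant under the probes and a weaker induction in SV129 cannot be told apart, since no SV129 array shows the probes at a high level.

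SV129 ROSI replicate 1 stood nearer to the cultures without ROSI than to the other ROSI cultures: at 0.12 on an axis with each strain's controls at 0 and C57BL/6 ROSI at 1. An exchange of labels within the series would leave another array at the ROSI end, but the highest array outside the ROSI groups stood at 0.20. The distance of SV129 ROSI replicate 1 to its nearest array, 17.42, was no larger than that of any other array (17.42 to 36.48, median 19.63). This gives no sign of a noisy array. No raw intensities were read, so the distance alone cannot settle the quality of the array or its RNA. The 3 arrays nearest to SV129 ROSI replicate 1 were all SV129 NE cultures (3 of 3), whose positions ran from -0.04 to 0.20, so an NE culture carrying the ROSI label stays open. SV129 ROSI replicate 6, at 0.42 on the axis, also had SV129 NE replicates 6 and 4 nearest to it, so nearness to NE cultures does not decide. A culture that responded little to ROSI stays open too, and was not tested.

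Single arrays stood apart from their group in 6 of 144 groups of named genes, where chance gives 7.2 (about 1 in 20). Agpat1 had 11.47 in C57BL/6 ROSI replicate 6 (the other replicates 11.16 to 11.17), and Pde4dip 6907374 had 6.47 in C57BL/6 ROSI replicate 4 (6.70 to 6.73). Clstn3 had 6.86 in SV129 ROSI replicate 4 (7.12 to 7.16), and Cidea 4.76 in SV129 control replicate 4 (5.04 to 5.08). In SV129 day 3 replicate 6, Rxrg had 9.43 (9.21 to 9.24) and Ppargc1a 9.93 (9.87 to 9.88).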

How the results depend on the processing

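The tests chosen after the data were seen were the omission of SV129 ROSI replicates 1 and 6, of SV129 ROSI 1 with NE 2, and of SV129 controls 5 and 6, and the interaction of NE with strain. For ROSI with control, none of the 76 named clusters that passed turned direction under the alternatives. The count of 5004 clusters became 4427 to 5667 when single arrays were left out (highest without SV129 ROSI replicate 1) and 6121 without SV129 ROSI replicates 1 and 6. Its 13 lists were called without any single array (13 to 13), with 12 lists under no strain term (the preadipocyte list lost), 11 under either scaling (that list and the inflammatory mediators lost), and a minimum fold of 1.5 left 1300 clusters and 7 lists. ROSI with NE had 12 lists with no strain term, quantile normalization or the replicate block, each losing the inflammatory mediators. Of ROSI with NE, 1081 clusters and 4 lists were left at that minimum fold, and of day 7 with day 3, 318 and 0. No list reached it for NE with control (0) or the interaction of ROSI with strain (0). An estimated correlation left 0 lists in every comparison named. A threshold of 0.05 gave 12 clusters for NE with control, 4554 for day 7 with day 3 and 3 for ROSI by strain, by its construction. For ROSI by strain the count of 1 became 37 with all 35 arrays in one model, 14 with array weights, and 2 with an intensity trend, quantile normalization, a filter on dim clusters or SV129 ROSI replicates 1 and 6 left out. NE with control gave 1 in place of 0 with all 35 arrays or quantile normalization. Without SV129 controls 5 and 6, ROSI with control had 4509 clusters, NE with control 0 and day 7 with day 3 1954, and ROSI with NE had 6263 without SV129 ROSI 1 and 6 and 5651 without ROSI 1 and NE 2. Of these 76 clusters, 8 lost their call with no strain term, 16 with the minimum fold, 6 without SV129 controls 5 and 6, and 2 with either scaling. Day 7 with day 3 had 2 lists in place of 4 with all 35 arrays. The causes were not tested.

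The omission of SV129 ROSI replicates 1 and 6 turned 1 result: the oxidative phosphorylation list by strain went from -0.26 to 0.03 (adjusted p = 0.98, in a range from 6.6e-07 over the alternatives), and 2 lists in place of 6 were called. The strain difference of the oxidative phosphorylation list thus depended on these arrays, which were picked for their weak response. Why they responded weakly was not tested.

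Whether replicate numbers pair the cultures is not known. The median correlation of same-numbered arrays was between -0.03 and 0.03 over the comparisons. Each comparison had 7 such pairs, and single pairs ran from -0.31 to 0.30 for NE with control, so these medians do not settle it. The block fits a term to each strain and number, so only these pairs inform the change, and arrays without a partner add nothing. With strain and number as a block, ROSI with control had 2863 clusters, day 7 with day 3 1415, ROSI with NE 0 in limma (5992 at an unadjusted p under 0.05), and ROSI by strain 4, with Pck1 at an adjusted p = 0.03. Of the named clusters, 17 of 76 lost their call under the block for ROSI with control, among them Vcan, Cidea, Tagln and Pde4dip 6907351, and 65 of 65 for ROSI with NE. Fewer arrays inform the change under the block, so lost calls alone do not speak against it. How much of the loss comes from this was not tested.

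Leaving out single arrays gave 1 to 27 clusters for ROSI by strain (27 without SV129 ROSI replicate 2, and 2 without SV129 control replicate 1 or ROSI replicate 1) and 4 to 9 lists. It gave 0 to 63 for NE with control (63 without SV129 NE replicate 2) and 8 to 10 lists, and 2230 to 2865 for day 7 with day 3, with 2 to 5 lists (2 without SV129 day 3 replicates 1, 3, 5 or 6, or SV129 control replicates 1 or 5). For ROSI with NE it gave 4375 to 5760 and 13 lists, and for NE by strain 0 to 10 (10 without SV129 NE replicate 2, 1 without C57BL/6 NE replicate 6). For ROSI with control, 52 of 1326 combinations of a named cluster and an array left out lost a call. The position of SV129 ROSI replicate 1 on the first component, 0.107, was 0.122 over the brighter clusters and 0.081 with unit variance. In data simulated with independent noise of equal width in all groups, 77.6% of changes of 0.5 log2 were found for ROSI with control, and 32.8% for ROSI by strain.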

Differences from the paper's values

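The numbers of arrays per group match the paper's (8 control and 9 ROSI). By RT-qPCR on independent RNA, the paper states that the constitutive exon of Agpat1 did not change with ROSI, and the p-values printed in Fig. 4 for those of Akt2 and Xrcc6 are not significant. On the arrays, the whole-gene values of these genes rose, Agpat1 by 0.48 (SE 0.07), Akt2 by 0.62 (SE 0.08) and Xrcc6 by 0.39 (SE 0.07) on the log2 scale. The 2 measures are not the same, since a transcript cluster pools the probes of a gene, or of part of it, and not those of 1 exon. For Rxrg, the paper's RT-qPCR of an expressed exon and the array value (1.70, SE 0.19) both rose.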

Other observations

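The regroupings given in this part, and the interaction of NE with strain, were tests chosen after the results were seen. Lists of fat oxidation and of fat storage were both slightly higher in day 7 cultures with NE. Mean changes were 0.27 for fatty acid oxidation and 0.18 for oxidative phosphorylation, and 0.25 for adipocyte identity and 0.20 for triglyceride synthesis. Acadm, a dehydrogenase of medium-chain fatty acids, was higher by 0.51 (SE 0.11) and Acaa2, a thiolase, by 0.50 (SE 0.12) than in controls (10 against 8 arrays), and Idh3a of the tricarboxylic acid cycle by 0.35. None of them passed over all clusters. Adjusted over the list alone, 12 of 18 fatty acid oxidation genes were higher (camera adjusted p = 3.2e-17, adjusted p = 0.12 with an estimated correlation), 9 of 24 of oxidative phosphorylation (9.8e-20, adjusted p = 0.12 with an estimated correlation) and 8 of 21 PPARG targets (1.4e-11, adjusted p = 0.12 with an estimated correlation). So were 6 of 17 adipocyte identity genes (3.0e-10), 7 of 16 of triglyceride synthesis (1.9e-07) and 6 of 15 of fatty acid synthesis (1.3e-06), each with an adjusted p between 0.12 and 0.15 with an estimated correlation. Macrophage markers went the other way: 4 of 12 were lower adjusted over the list alone (adjusted p = 1.3e-06, and adjusted p = 0.12 with an estimated correlation), with Itgam at -0.39, Ptprc at -0.31 and Tyrobp at -0.28.

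Ucp1 had a mean of 7.03 (SD 0.41, n = 5) in SV129 cultures with NE and 6.04 (SD 0.12, n = 4) in their controls, against 6.07 (SD 0.08, n = 5) and 6.14 (SD 0.05, n = 4) in C57BL/6. The interaction of NE with strain passed for 0 clusters in limma (1747 at an unadjusted p under 0.05), and for 10 without SV129 NE replicate 2. For Ucp1 it was 1.06 (SE 0.20, adjusted p = 0.091). Adjusted over the list alone, 1 of 17 thermogenic genes passed, Ucp1, so its call depends on how many genes are tested. The cAMP response list differed by 0.36 between strains (adjusted p = 0.0071, and adjusted p = 0.96 with an estimated correlation). For NE with control, limma called 0 clusters (2053 at an unadjusted p under 0.05, where chance gives 898), and 63 without SV129 NE replicate 2. The smallest adjusted p was 0.029, shared by Sema3c (-0.24), Stap1 (-0.49), Itgam, Mcrip2 (0.35) and Rnf128 (-0.43). In data simulated with independent noise of equal width in all groups, 91% of changes of 0.5 log2 were found with these numbers of arrays. The calls of the thermogenic (adjusted p = 0.0061, 2 of 17 higher adjusted over the list alone), nuclear receptor (0.0059) and cAMP response (0.0077) lists ended without single arrays. These were 5, 7 and 10 of 18 arrays, with adjusted p up to 0.033, 0.02 and 0.026. With an estimated correlation the 3 lists had adjusted p = 0.12, 0.39 and 0.3. Other alternatives ended them too: all 35 arrays in one model for the thermogenic (0.085) and nuclear receptor lists (0.078), array weights for the former (0.014), and no strain term (0.02), quantile normalization (0.012) or the omission of SV129 controls 5 and 6 (0.09) for cAMP response. The remaining lists did not pass: paper genes 0.03, extracellular matrix 0.56, preadipocyte 0.85, cell cycle 0.07, splicing factors 0.33, inflammatory 0.1, endothelial 0.038, skeletal muscle 0.27, smooth muscle 0.56, epithelial 0.82 and sex-linked 0.85. Cell cycle passed without SV129 control replicate 4 (adjusted p = 0.0019). The paper genes passed with a filter on dim clusters (0.0047), with the mean of all clusters per gene (0.0048) and with strain and replicate number as a block (0.0068), and reached 0.18 with an estimated correlation. The matrix list passed, as lower, without SV129 control replicates 5 and 6 (7.8e-05, in a range up to 0.97 over the alternatives). Means of the matrix (0.02), preadipocyte (0.02) and smooth muscle (-0.01) lists had the opposite sign to their tests. A count of 0 clusters is reached by every regrouping (100 of 100, highest other 1, for NE with control and for its interaction with strain), so for these counts the regroupings test nothing. For the lists (10 called), 4 of 100 regroupings, the real one included, called as many, a share under 0.05. The highest of the others called 11, more than the real groups, so chance is not excluded for their number.

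Splicing factors as a class did not move with ROSI (9 against 8 arrays). Mbnl3, which regulates muscle splicing, rose by 0.96 (SE 0.18), Qk by 0.47 (SE 0.06) and Rbm38 by 0.40 (SE 0.07), Mbnl1 rose by 0.30 and Hnrnpa2b1 by 0.15, while Hnrnpll fell by 0.34 (SE 0.06) and Khdrbs1 by 0.17 (SE 0.04). Of 41 measured, 5 were higher, 2 lower and 34 did not pass (5 and 2 adjusted over the list alone), with a camera adjusted p = 0.83. The list's mean was 0.04, its median -0.01 and the test's direction down. After quantile normalization 4 were higher and 9 lower, and after median centring 4 and 6. Of 11 cAMP response genes, Crem (0.34) and Per1 (0.25) were higher and 9 did not pass (adjusted p = 0.87, mean 0.03, median -0.02). The call of Per1 ended without 7 of 17 single arrays and under either scaling (adjusted p from 2.3e-05 to 0.022 over the alternatives).

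Markers of other cell types gave no list call for ROSI with control. Of 12 macrophage markers, Itgam was lower (-0.44, SE 0.10) and 11 did not pass (adjusted p = 0.45). Itgam did not pass without SV129 control replicates 5 and 6 (adjusted p = 0.011, in a range from 6.9e-05 over the alternatives). Of 10 endothelial markers, Esam (0.27) and Egfl7 (0.15) were higher and the angiopoietin receptor gene Tek lower (-0.93), with 7 that did not pass (adjusted p = 0.87). That list's mean was -0.01, its median 0.14 and the test's direction up, and Egfl7 did not pass without 10 of 17 single arrays or under either scaling (adjusted p from 7.5e-04 to 0.052 over the alternatives). Of 10 skeletal muscle markers, Myl1 (1.16, SE 0.16) and Des (0.55, SE 0.07) were higher (adjusted p = 0.46). Of 6 smooth muscle and mural markers, the pericyte gene Cspg4 was higher (0.83) and Tagln (-0.72), Acta2 (-0.49), Cnn1 (-0.31) and Myh11 (-0.16) lower (adjusted p = 0.23). Tagln did not pass with strain and replicate number as a block (adjusted p = 0.044, in a range from 1.3e-05 over the alternatives). Acta2 did not pass without SV129 control replicate 1 or 4 or C57BL/6 control replicate 4 (adjusted p up to 0.012), nor with no strain term or the block (0.018 and 0.045). None of 10 epithelial (adjusted p = 0.78) or 2 sex-linked genes (adjusted p = 0.83) passed. The highest of the other regroupings of control and ROSI arrays gave 0 genes, against 5004, and only the real one (1 of 100) as many, so chance can be excluded. For lists 3 of 100, the real one included, gave as many as the 13 called, a share under 0.05. The highest other also called 13, so chance is unlikely for their number but not excluded.

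Cell cycle genes were lower at day 7 than at day 3: Plk1 (-0.71, SE 0.08), Cdc20 (-0.70, SE 0.09), Bub1b (-0.67, SE 0.08) and Mki67 (-0.57). Of 20, 0 were higher, 15 lower and 5 did not pass (16 lower adjusted over the list alone), with a camera adjusted p = 4.6e-19 (adjusted p = 0.13 with an estimated correlation). Collagen VI genes Col6a2 (-0.69), Col6a3 (-0.62) and Col6a1 (-0.55) were lower at day 7. Of 13 inflammatory mediators 4 were higher and 1 lower, with the same counts adjusted over the list alone, Il6 up by 1.12 and Nos2 by 0.37 (adjusted p = 0.007, adjusted p = 0.64 with an estimated correlation), and of 24 oxidative phosphorylation genes 2 were lower, Ndufb8 and Cs, and 0 adjusted over the list alone (adjusted p = 0.0049, adjusted p = 0.64 with an estimated correlation). The calls of Ndufb8 and Cs each ended without 11 of 16 single arrays, and with strain and replicate number as a block (0.072 and 0.11, in ranges from 0.0023 and 0.0044 over the alternatives). Each of these list calls ended without 8 of 16 single arrays, the adjusted p reaching 0.029 without SV129 control replicate 1 and 0.028 without replicate 4. Each also ended with all 35 arrays in one model (0.012 for both) and with the block (0.033 for the mediators and 0.11 for oxidative phosphorylation). The other lists, macrophages apart, did not pass, with adjusted p from 0.016 (splicing factors) to 0.95 (epithelial). The splicing factors passed without SV129 control replicate 4 (0.0058) or C57BL/6 day 3 replicate 2 (0.0085), and under 4 alternatives (adjusted p from 0.0033), and fatty acid synthesis with an intensity trend (0.0082). The median of the preadipocyte list (0.07) had the opposite sign to its mean (-0.04). Chance cannot be excluded for the number of lists (4 called, highest other 10, 27 of 100 regroupings as many).

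Against NE cultures, 13 lists were called for ROSI, among them 18 of 18 fatty acid oxidation genes higher (adjusted p = 1.2e-17) and 9 of 20 cell cycle genes lower (adjusted p = 3.4e-05). The call of the inflammatory mediators ended with no strain term (adjusted p = 0.011), quantile normalization (0.014) and strain and replicate number as a block (0.013), in a range of 0.0014 to 0.29 over the alternatives. All 13 had adjusted p between 0.27 and 0.3 with an estimated correlation. They were the same lists as against controls, but both comparisons rest on the same 9 ROSI arrays, so this overlap is no separate evidence. Few regroupings called as many (3 of 100, the real one included), but the highest other also called 13. Chance is thus unlikely for their number but not excluded.

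The response to ROSI was smaller in SV129 than in C57BL/6 for thermogenic genes (difference of the list means -0.50, adjusted p = 6.6e-05), PPARG targets (-0.41, 1.0e-09), fatty acid oxidation (-0.38, 5.7e-05), oxidative phosphorylation (-0.26, 1.1e-04) and fatty acid synthesis (-0.22, 5.9e-04). The extracellular matrix fell less in SV129 (0.28, 5.9e-04). With an estimated correlation the adjusted p of these 6 lists was 0.6 to 0.7, and chance cannot be excluded (6 called, highest other 11, 21 of 100 regroupings as many). Without SV129 ROSI replicates 1 and 6, 2 lists were called, and the difference for oxidative phosphorylation was 0.03 (adjusted p = 0.98, in a range from 6.6e-07 over the alternatives). Single arrays ended the calls of fatty acid synthesis (SV129 ROSI 2, 0.031, and control 1, 0.013; also array weights, 0.013), oxidative phosphorylation (SV129 ROSI 1, 0.022) and the matrix (SV129 ROSI 1, 0.017, and controls 5 and 6, 0.013 and 0.02). Of 35 arrays, 27 had their nearest array in their own group and 8 elsewhere.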
